# Encapsulated miR-200c and Nkx2.1 in a nuclear/mitochondria transcriptional regulatory network of non-metastatic and metastatic lung cancer cells

**DOI:** 10.1186/s12885-019-5337-6

**Published:** 2019-02-11

**Authors:** Olga D’Almeida, Omar Mothar, Esther Apraku Bondzie, Yolande Lieumo, Laure Tagne, Sumeet Gupta, Thomas Volkert, Stuart Levine, Jean-Bosco Tagne

**Keywords:** Nano formulation, Zeta (ζ) potential, Encapsulation, Nkx2.1, microRNA-200c, Lung cancer, Metastasis, Kras, EMT, Hippo pathways

## Abstract

**Background:**

MicroRNAs are noncoding RNA molecules of ~ 22 nucleotides with diagnostic and therapeutic action [Curr Drug Targets, 2015. 16(12): p. 1381-403], affecting the expression of mRNAs involved in invasion, migration, and development [Oncotarget, 2015. 6(9): p. 6472-98, Cancer Manag Res, 2014. 6: p. 205-16]. miR-200c is part of the miR-200c/141 cluster on chromosome 12p13. Its mechanism of action when encapsulated is critical in lung cancer when patients express changes in miRNAs. miR-200c be a potential biomarkers for various lung diseases. As a potential therapy, miR-200c can impacts lives as target lung cancer is a leading cause of death with about 234,000 cases annually, high heterogeneity, complex screening, and a 5-year survival rate of 16% [CA Cancer J Clin, 2016.66(1): p. 7-30]. Encapsulated miR-200c efficiently enhances bioavailability, pharmacokinetics of therapeutics and targeting to cells, improves efficacy and provides potential cure.

**Methods:**

The functions of miR-200c were determined in non-metastatic KW-634 and metastatic 821-T4 and 821-LN mouse lung cancer cell lines after various Nano vehicle treatments. Viability and cytotoxicity were determined by cell cycle and quantitative real-time PCR analyses were used to quantify levels of miR-200c and its target genes. In situ hybridization was used to visualize patterns of expression *of miR-200c and others* in the lung and many organs. Next-generation sequencing accession number GSE125000, invasion and migration assays using transwell chambers, and ActivSignal were used to elucidate the activation and inhibition profiles and perform direct expression measurements and modification of cellular components.

**Results:**

Due to their effectiveness as intracellular vesicles transporting miR-200c into, out, and between parts of the cells, miR-200c is encapsulated with cholesterol, an integral part of the biological membranes with very important physical properties of the vehicle. Nano miR-200c showed efficient cellular uptake in KW-634, 821-T4, and 821-LN cells with important changes in gene expression and new isoforms. In KW-634, when treated with encapsulated miR-200c and compare to the non-encapsulated control; miR-29b increased by 5261-fold, and in 821-T4/LN, miR-1247 increased by 150-fold. Conversely, miR-1247 and miR-675 decreased by 348 and 1029.5-fold, respectively. miR-189 decreased by 34-fold in treated 821-T4 cells. A reduction of growth was observed only after 48 h of treatment with Nano miR-200c. Moreover, labeling the vehicle with carboxy-fluorescein showed that the encapsulated particles enter the nucleus and mitochondria. Encapsulated miR-200c by entering the cells, the nucleus and mitochondria, trigger changes in cell cycle phases with 4 up to 12 fold percentage in G2 and S phase respectively compare to miR-200c. Endogenous expression of Nkx2.1, miR-200c, and their targets Myb, Nfib, Six4 and Six1 showed an inverse correlation, as observed in development.

**Conclusions:**

Little is known about miR-200c involvement in regulatory processes. Nano miR-200c affects invasion and migration mechanisms. The expression of encapsulated miR-200c contributes to the inhibition/activation of Kras, EMT, Hippo, regulatory pathways and blockers of metastasis. Delivery of miR-200c increases the expression of miR-29b, an EMY regulator, and miR-1247, an inhibitor of cancer genes, both tumor suppressors involved in lung metastasis. Encapsulated miR-200c act on different proteins that regulates cell cycle pathways. These findings represent a part of a regulatory network providing new insights towards improvement of therapy.

**Electronic supplementary material:**

The online version of this article (10.1186/s12885-019-5337-6) contains supplementary material, which is available to authorized users.

## Background

One of the main mechanisms of gene silencing is controlled by new biomarkers called microRNAs, which are small noncoding RNAs capable of regulating target mRNAs associated with tumors [1, 2]. MicroRNA-mediated gene silencing has emerged as a major mechanism of gene regulation by controlling in a cell and tissue-specific manner, the translation and stability of target mRNAs, thereby controlling the proper balance of proliferation, invasion, migration, differentiation and cell death [3, 4], playing a major role in the inhibition, development and progression of lung cancer. A wide spectrum of disorders, such as pulmonary diseases, diabetes and cardiac disorders, can be attributed to miRs dysfunction [5]. miR-200c-3p is crucial in acute respiratory distress syndrome [6]. microRNA-200c, a known tumor suppressor, is correlated with expression of the transcription factor Nk2 homeobox1 (Nkx2.1) in mouse primary lung cancer cells and early stage mouse lung embryos [7]. Nkx2.1 is also known to suppress lung adenocarcinoma progression [8]. Despite the high prevalence and poor prognosis of lung cancer, little is known about the mechanisms of progression and pathogenesis, or how to interfere with them for novel therapeutic interventions. Current therapeutic options for advanced lung cancer, if available, remain largely ineffective [9, 10], and it is still unclear whether cancer cell invasion or metastasis is the main cause of mortality. In this study, we investigated the targeting ability of miR-200c within our formulation vehicle to demonstrate its regulatory and therapeutic capabilities, as the use of carriers to deliver drugs or genes into cells has been proven to be a successful strategy to increase specificity in targeting cancer cells. We describe a new mechanism of uptake of encapsulated Nkx2.1-dependent miR-200c that can block cells by preventing them from invading surrounding tissues and terminating growth. This formulation has a potential therapeutic role in lung cancer with efficiency for new gene and protein expression, as encapsulation protects miRNAs from nuclease degradation and leads to long-lasting vehicle targets and a systemic presence, which enhances stimulation of cells from the cytoplasm to the nucleus and mitochondria, the center of pro and antiapoptotic pathways.

## Introduction

Lung cancer, a leading deadly disease in men and women with hundreds of new cases per year [11], has developed resistance to generic drugs over time, and microRNAs recognized as key players in the development of this malignancy, could provide potential treatment options. miR-200c functions as a tumor suppressor gene by inhibiting epithelial-to-mesenchymal transition (EMT) during tumor invasion, migration and metastasis. A multiplex network of pathways governs miR-200c and its down regulation is the main mechanism in cancer and many solid tumors [12–16]. Previous studies have identified a regulatory link between miR-200c and Nkx2.1, the developmental and oncogenic transcription factor Six4, a biomarker involved in non-small cell lung tumor initiation and progression [17, 18], Nfib and Myb, with roles in the regulation of gene expression, control of carcinogenesis and cellular senescence [7], as well as important signaling pathways and molecules [19]. These transcription factors [20, 21] and other known miR-200c targets, such as E2F3 and Kras, have been linked to lung epithelial proliferation in development acting as oncogenes in tumorigenesis [22]. Myb has recently been linked to the differentiation of airway epithelial cells and is regulated by miR-200c in glioblastomas [23] and breast cancer cells. Tumor growth can be reduced by varying the expression of Nkx2.1 and the amount of miR-200c in the cell. The delivery of genes into cells, specifically to the nucleus, is problematic due to the specificity of this entity. The effectiveness of a drug delivered in a Nano vehicle compared with the drug itself has been proven to be increased in a xenograft mouse epidermoid carcinoma model [24], as well as for delivery of genes or a combination of genes and drugs together.

Small noncoding RNAs called miRs are “a new” class of tissue-specific genes that function in the development of many organs and a host of human diseases such as cancer through post-transcriptional gene regulation. miRs in animals and plants target mRNAs in a regulatory manner for cleavage or translational repression, making them appropriate for tumor and other disease classifications and providing prognostic and diagnostic targets [3, 25]. In a previous study in which miR-200c was highly expressed while Nkx2.1 was knocked down, the active delivery of miR-200c increased by *16.7*-fold [26], especially when delivered in a Nano vehicle, because miR-200c has been previously shown to enhance radio sensitivity with an antitumor activity drug association in lung cancer [27, 28]. We have recently reported the first evidence that Nkx2.1 regulates a number of miRs, including miR-200c, which mediates gene silencing induced by Nkx2.1 [7]. Here, we determine the efficacy of the treatment of cells with miR-200c compared with miR-200c encapsulated in a Nano vehicle to target the nuclei of the primary mouse lung cancer cells associated with EMT, KW-634, 821-LN and 821-T4. Several microRNAs control tumor cell proliferation, invasion, and survival [29, 30]. The dysregulation of normal patterns of miR-200c expression occurs in multiple types of cancer cells and is linked to tumor progression [22]. Although miRs regulate diverse functional cellular processes, lung transcription factor networks are not yet established, and little is known about their regulation and connection, prompting us to study the dynamic interactions among cancer cells, Nkx2.1, their regulated miRs, the associated tumor microenvironment and the subsequent influences on disease initiation, growth, and spread. These features are critical for determining new therapeutic options for advanced lung cancer associated with the metastatic cascade [31].

Nanotechnology is the science and engineering of vehicles and carriers at the nanoscale, and our preparations are less than 100 nm in size and exhibit great stability up to more than 6 months at 4 °C. In the biological field, a Nano vehicle is a promising way to deliver drugs or genes into cells by increasing their cellular entry and composition by resembling the bilayer phospholipid membrane. By developing a Nano delivery vehicle *also used as empty control* overexpressing miR-200c as a novel strategy to attack lung cancer cells, we further suppressed invasion and migration compared to miR-200c non-encapsulated showing increase levels of miR-29b, a target miR for lung cancer treatment [32, 33], and miR-1247, an inhibitor of key cancer-promoting genes, by encapsulating stable specific amounts with higher cellular uptake. Reduction and alteration of miR-200c are known to trigger cancer progression and genesis by their interactions with various cellular signaling molecules and important pathways. miR-200c is an immunotherapy target against various cancers [34]. In recent years, multiple miR-based drugs have been explored and have entered clinical testing [23, 24]. These studies support our findings that the use of a stable Nano miR-200c increases the efficacy and specificity of delivery in cells and, depending on the expression of Nkx2.1, could be a promising pathway to target cells for cure and potential diagnostic prior to treatment. Interestingly, cancer cells treated with Nano miR-200c express more mitochondrial RNAs (mtRNAs) than non-Nano miR-200c, providing novel insights into the roles of mitochondria with important clues to *understand many* molecular mechanisms, cellular apoptosis and cell death. Our delivery system-based therapeutic miR-200c assumes new strategies to circumvent cancer challenges by efficiently delivering a stable miR-200c that reduces cell growth, invasion and migration, as well as the expression of key oncogenes and protein targets. Using lung cancer cell lines, we demonstrate that Nkx2.1 and its targets, miR-200c, miR-29b, miR-1247, and miR-189, are parts *of a newly discovered* regulatory network that is important for the exploration of new therapeutic approaches in primary and metastatic lung cancer.

## Methods

### Nano formulations, size measurements and zeta (ζ) potential

The vehicle for emulsification was prepared by weighing L-α-phosphatidylcholine, hydrogenated soy (HSPC) (Avanti Polar Lipids, 840,058), 1,1-distearoyl-sn-glycero-3-phosphoethanolamine-N-[methoxy(polyethylene-glycol)-2000] (Avanti Polar Lipids, 880,120) and cholesterol (Sigma) in a sonication vial. PBS (1.5 mL) was added to the dry materials and exposed to ultrasound for 20 s. PBS was further added to fill the vial, and then the vial was exposed to ultrasound for 30 min. The Nano emulsion of the vehicle was prepared from the suspension using a microfluidizer processor model M-110 L (Microfluidics Corporation, Newton, MA). Microfluidizer processors provide high pressure and a resultant high shear rate by accelerating the product through microchannels to a high velocity for size reduction to the nanoscale range. The fluid was split in two and pushed through microchannels with typical dimensions on the order of 75 μm at high velocities (in the range from 50 to 300 m/s). As the fluid exits the microchannels, it forms jets, which collide from opposing microchannels. In the channels, the fluid experiences high shear forces (up to 107 1/s), with orders of magnitude greater than those of conventional technologies. Jet collisions mix at the sub-micrometer level. High shear and impact are responsible for particle size reduction to the Nano range of less than 100 nM with multiphase fluids mixing in the microfluidizer.

The stable, finer Nanoencapsulations of miR-200c were prepared in a sonication vial. PBS (1.5 ml) was added and exposed to ultrasound from a microfluidizer processor model M-110 L powered up to 1241 bar with less than 24 scfm air using a 5.6 kw (7.5 hp) compressor (Microfluidics Corporation, Newton, MA) as previously described [24]. Size measured with the Zetasizer nano series (Malven) by diluting 10 μl of the Nano preparation in 990 μl of PBS. Incorporation of miR-200c (Ambion) in the vehicle is achieve by adding 50 nM of the miR then sonicating the sample in the Fisher Scientific Sonic Dismembrator model 500 for mixture and stability.

Zeta (ζ) Potential: The measurement of ζ potential is based on forming colloidal particles of miRs dispersed in the formulation solutions electrically charged due to their ionic characteristics and dipolar attributes. Each particle dispersed in the solution using the Malvern Zetasizer nano series Zen 3600 (Malvern Instruments Ltd., Enigma Business Park, Grovewood Road, Malvern, Worcestershire WR14 1XZ, U.K.) is surrounded by oppositely charged ions called the fixed layer. Outside the fixed layer, there are varying compositions of ions of opposite polarities, forming a cloudlike area. This area is called the diffuse double layer, and the whole area is electrically neutral. When a voltage is applied to the solution in which the particles are dispersed, particles are attracted to the electrode of the opposite polarity, accompanied by the fixed layer and part of the diffuse double layer, or internal side of the sliding surface. This system uses dispersion technology software (DTS v4.20), which changes to the ζ measuring mode, and the sample for which ζ is measured is contained in disposable capillary cuvettes (DTS1060) equipped with electrodes. Each determination was performed in triplicate.

### Cell lines

Primary non-metastatic and metastatic tumor cells, KW-634, 821-LN and 821-T4, were grown in RPMI + GlutaMAX -1 (1X) (Gibco for Life Technologies REF: 61870–036). The cells were grown in culture medium to reach 40–50% confluency before treatment with 10 μl of 50 nM Nano-miR-200c, miR-200c, empty Nano Control (same composition as the suspension or vehicle with no miRs), antago-miR or control untreated plates before harvesting after 48 h to study the effect of our treatment.

### Characterization and localization of Nano miR-200c by immunofluorescence (IF)

Cells were seeded on square coverslips (Fisher scientific 12–545-80 12 CIR-1) in six-well plates and transfected with 50 nM of each a) naked miR-200c, b) Nano fluorescein miR-200c, c) empty Nano control (same composition as the suspension or vehicle with no miRs), or d) nontreated control. For nuclear staining, molecular probes Prolong® Gold antifade reagent and 1 mg/ml 40,6-diamidino-2-phenylindole (DAPI) were dropped onto the cells for 10 min, after which the cover glass was flipped upside down, with cells facing the slide, and sealed with nail polish after the Prolong® had dried. The cells were washed three times with PBS following each step of the staining procedure with images obtained using a fluorescence microscope Leitz Aristoplan (WILD LEITZ GMBH) at high magnification of 60X under oil.

### Cell cycle analysis for viability and cytotoxicity

Cell cycle was analyzed by flow cytometry after the addition of propidium iodide. Cells *non treated control*, treated with Nano miRs (200c, 221, 222, 346, and 1195) and empty Nano negative control (same composition as the suspension or vehicle with no miRs)were washed with cold PBS, resuspended in PBS, fixed by addition of equal volume of cold absolute ethanol and incubated for two or more hours at 4 °C. Cells were then washed with cold PBS, stained with propidium iodide (0.1% Triton X-100 and 0.2 mg/mL DNAse-free RNAse A in cold PBS) and stored at − 80 °C before FACS for data acquisition by flow cytometry.

### Real-time qRT-PCR

miR expression was analyzed by RT-qPCR in total RNA samples using methods described previously [7]. Per sample, 10 ng to 1 μg was subjected to reverse transcription using TaqMan RNA and MicroRNA Reverse Transcription Kits (Applied Biosystems, Grand Island, NY), respectively. qRT-PCR analysis of RNA and miRNAs was performed in triplicate with TaqMan RNA and MicroRNA Assays (Applied Biosystems) according to the manufacturer’s instructions. GAPDH and RNU6B were selected for normalization. Each experiment was performed in triplicate, and quantitative analysis of changes in expression levels were calculated by StepOne Real-Time PCR System (Applied Biosystems). miR expression was analyzed by qRT-PCR using total RNA. Quantitative analysis was performed by the 2^-ΔΔCt^ methods.

### Mitochondrial membrane potential assays

We used a fast, less toxic and convenient CellLight® Mitochondria-RFP, BacMam 2.0, which provides an easy method for labeling mitochondria with Red Fluorescent Protein (RFP) in live and fixed cells. The reagent was added to the cells, incubated overnight, and the cells imaged. This ready-to-use construct was transduced and transfected into cells using BacMam 2.0 technology, where it expressed RFP fused to the leader sequence of E1 alpha pyruvate dehydrogenase. Cells were treated with 10 μl of miR-200c or Nano miR-200c for 24 to 48 h, followed by 12 μl of JC-9 dye mitochondrial probes RFP, Bachman 2.0 (applied BioSystems) per the manufacturer’s instructions for another 24 h. They were then fixed with formaldehyde before visualization under a fluorescence microscope.

### Small RNA and RNA sequence preprocessing and filtering data

Each sequencing run used a 150 or 300 cycle NextSeq 500 v1 or v2 High Output Sequencing Kit, and corresponding High Output Flow Cell. Illumina libraries were quantified using qRT-PCR. Loading concentrations varied between 0.8 and 1.7 pM. The paired-end library was enriched before being sequenced on the Illumina HiSeq at the WIBR and MIT BioMicro Center. The location of each barcode was recorded, and this allowed for the post-sequencing identification of each population. Accession number GSE125000.

### In situ hybridization

We performed in situ hybridization on both frozen sections according to Obernosterer’s protocol (Alenius, et al., 2007). Briefly, E11.5 whole embryos and E19.5 dissected lungs were fixed in freshly prepared 4% paraformaldehyde in 1X PBS, pH 7.4, at 4 °C for 16 h, while left lungs were fixed in 4% PFM at 4 °C overnight followed by sequential washing with DEPC-treated PBS (30 min) and 7.5% sucrose (30 min). Tissues were then transferred to new 50 ml conical tubes containing 50 ml of 30% sucrose dissolved in DEPC-treated PBS and rocked gently in the cold room for 2 days. Tissues were then embedded in OCT using liquid nitrogen, sectioned and mounted on glass slides before being stored at − 20 °C. The same thickness slides were used for ISH. After warming up at RT for 30, the tissue slides were first washed with DEPC-treated PBS (3X 3 min), followed by acetylating in triethanolamine buffer plus acetic anhydride for 10 min, permeabilizing in PBST (PBS plus 0.1% Triton X-100 in DEPC-treated water) for 30 min, and washing 3X 5 min at RT. After prehybridization at RT for 2 h, hybridization was carried out at 50 °C overnight in the same prehybridization buffer (50% formamide, 5x SSC, 1x Denhardt’s solution, 500 μg/mL salmon sperm DNA, and 5% dextran sulfate) containing 25 nM of miR29b locked nucleotide acid, Exiqon (LNA) probe (Alenius, et al., 2007), followed by sequential washing with 0.2x SSC at 50 °C for 1.5 h, cooling down to RT, and washing again with 0.2X SSC for 5 min and PBS for another 5 min at RT. The slides were then incubated in blocking solution (TTBS, 0.05 M Tris, pH 7.5, 0.15 M NaCl, 0.1% Tween-20, and 5% sheep serum) at RT for 1 h before incubation with anti-digoxigenin-AP antibody (1:2500, Roche) overnight at 4 °C. After washing in TTBS for 3X 10 min, the slides were incubated at RT for 10 min in 50 ml color reaction buffer (0.1 M Tris, pH 9.5, 0.1% Tween-20, 0.1 M NaCl, and 0.05 M MgCl2) before color development with BM purple (Roche) plus 0.1% Tween-20. The sections were air-dried and cover slipped with Prolong Gold (P36935, Invitrogen), and images were obtained using a LSM 510 Axiovert 200 M.

### Migration and invasion assays

Cell migration and invasion were performed using the Cytoselect 24-well cell migration assay (8 μm, Fluorometric Format) (Cat. No. CBA-101-C) from Cell Biolabs. Approximately 24 to 48 h after transfection and exposure to Nano miR-200c, cells in serum-free medium were seeded into the upper chambers of the transwells, which were lined with Matrigel (BD Biosciences), for the migration (8 mm pore size, Costar) and invasion assays. The lower chambers were filled with medium containing 10% FBS. After several hours of incubation at 37 °C with 5% CO2, the cells that had migrated or invaded through the membrane were fixed using formaldehyde and stained with 0.1% crystal violet. The cells on the lower surface were photographed, and five random fields of cells were counted. Three independent experiments were performed.

### Protein insights into signaling pathway activation

The ActivSignal IPAD Platform was used to help understand the pathway activation/inhibition profile of cells by assessing the signaling pathways in each sample. The IPAD assay allows the direct measurement of the expression and modification of signaling pathway components. Here, we focused on multiple targets reflecting the activities of major signaling pathways in our sample lysates (treated vs. untreated or treated empty Nano control). The samples were processed, and target proteins were detected with content analysis.

### Statistical analysis

For all experiments, statistical analysis was first performed using one-way analysis of variance (ANOVA) to determine statistical significance between groups for each endpoint assessed. To assess the in vitro oncolytic effects, statistical significance between groups was calculated with multiple comparisons between treatment groups and controls evaluated using Student’s t-test. All *p*-values < 0.05 were considered statistically significant. For mRNA NGS data analysis, principal component analysis (PCA) was used in the unsupervised analysis to reduce the dimensions of large data sets and to explore sample classes arising naturally based on the expression profile. Our NGS data (Accession number GSE125000) analysis pipeline is based on the Tuxedo software package, which is a combination of open-source software and implements peer-reviewed statistical methods. In addition, we employed specialized software developed internally at Exiqon to interpret and improve the readability of the final results. The components of our NGS data analysis pipeline for RNA-Seq include Bowtie2 (v. 2.2.2) [35], TopHat (v2.0.11) [36] and Cufflinks (v2.2.1) [37, 38].

## Results

### Formulation, ζ potential, and particle size of empty Nano and Nano miR-200c

The particle size Z-average of the empty Nano *vehicle used as a control for paralleled treated cells* and Nano miR-200c suspension was detected by the Malvern particle size analyzer and subsequently reduced to 48.58 and 55.50 nm respectively after micro-fluidization. The size of the Nano miR-200c particle with incorporation of carboxy-fluorescein and miR-200c was 48.76 nm (Fig. 1a). The interaction of miR-200c with our formulation process decreased the ζ potential from 0.212 to − 0.075 for 100% of the area (Fig. 1b). Our delivery system-based therapeutic miR-200c allows new strategies to circumvent cancer challenges by efficiently delivering a very stable miR-200c that can persist for more than 6 months if not than a year of the active pharmaceutical ingredient (Additional file 1: Figure S1) *with the same pharmacokinetic properties*.

**Fig. 1:**
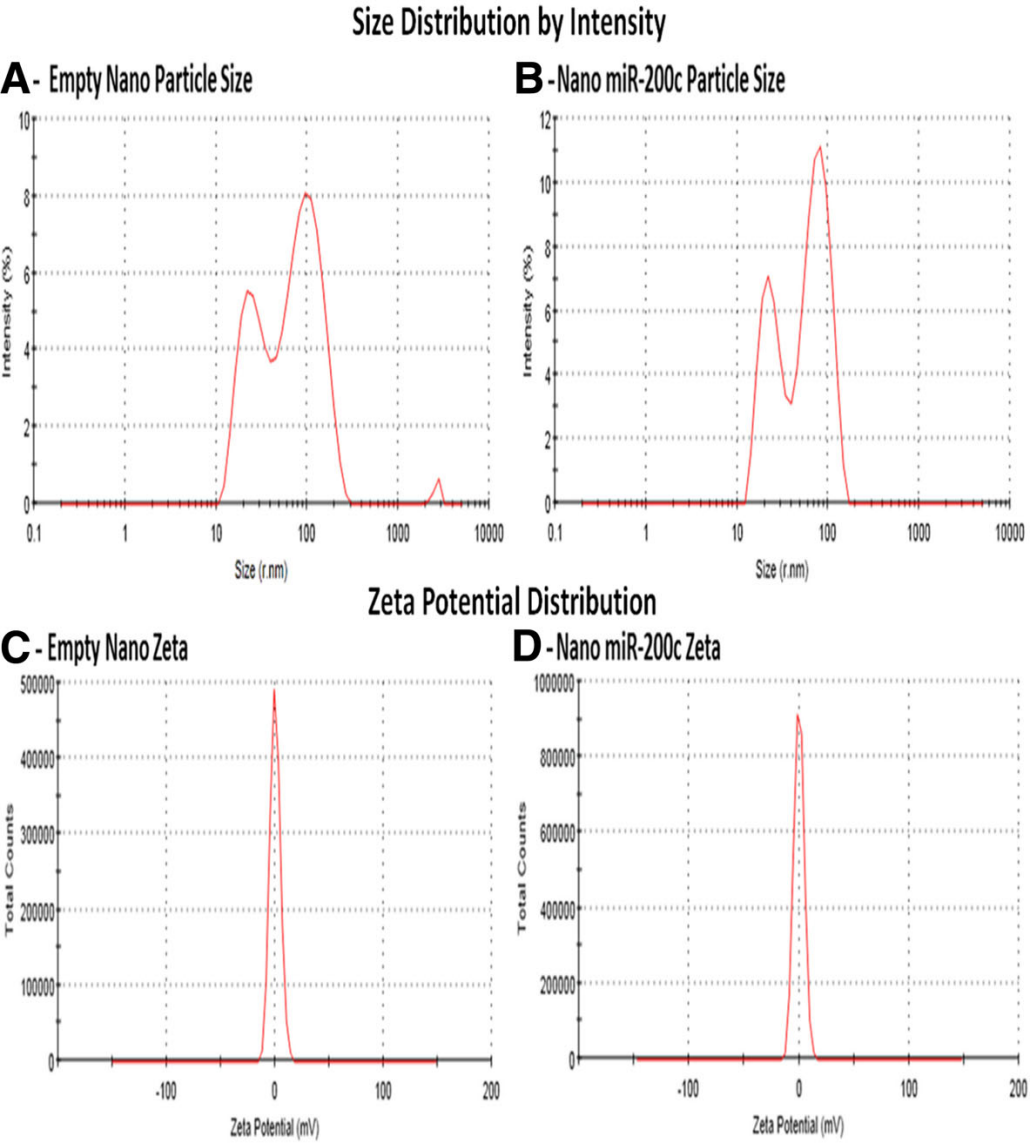
Dynamic laser light scattering particle size analysis of our empty Nano *control without any miR* and Nano miR-200c showing the Z-average size distribution of the particle and micro-fluidization results, with a dramatic decrease in particle size, and demonstrating the heterogeneity of particle size, even within what appears to be a homogeneous distribution. **a**- The size of our empty Nano vehicle; **b**- The size of the vehicle plus miR-200c; **c**- The Zeta potential of empty Nano; and **d**- The Zeta potential of the Nano miR-200c encapsulated gene

### Efficient miR-200c localization, cellular uptake in cells and the cell cycle

Confocal microscopy was performed to determine the localization of our Nano formulation with 87.5 to 95% of our particles entering the cells after they were incubated with carboxy-fluorescein-labeled cholesterol and 1,2-disteroyl-sn-glycero-3-phospho-ethanolamine encapsulated with miR-200c for 24 h after transfection with 100 nmol/l miR-200c in the KW-634 non-metastatic lung tumor cell line (Fig. 2 A_1_), miR-200c in the 821-LN metastatic tumor cell line (Fig. 2 A_2_), and miR-200c in the 821-T4 metastatic tumor cell line (Fig. 2 A_3_). Staining techniques revealed cytoplasmic and nuclear carboxy-fluorescein-labeled incorporation of our Nano miR-200c and Red CellLight Mitochondria-RFP miR-200c migration in the 821-T4 metastatic tumors cell line, allowing us to observe the mitochondrial response to gene transfer (Fig. 2b). Interestingly, the nanoparticles are localized in the cytoplasm of the cells, in the nucleus or close to its membrane and in the mitochondria (Fig. 2a and b). Cell cycle FACS analysis of various encapsulated miRs (200c, 221, 222, 346, and 1195) with negative empty vector control (same composition as the suspension or vehicle without miRs) was performed to examine the viability and cytotoxicity of the Nano preparation by flow cytometry after addition of propidium iodide. There is a significant change in cell cycle phases after the treatments by encapsulated miR-200c compare to miR-200c (Fig. 3 and Additional file 1: Figure S2). Encapsulated cells entering the preparation for DNA synthesis G1 phase of this naturally occurring cell proliferation process are 2 to 4 fold changed when preparing for Mitosis in G2 and 6 plus fold higher when replicating in S phase pointing to very interesting regulatory mechanisms as our formulation presents an hydrodynamic size and indication that their robust limited size affect the downstream process.

**Fig. 2:**
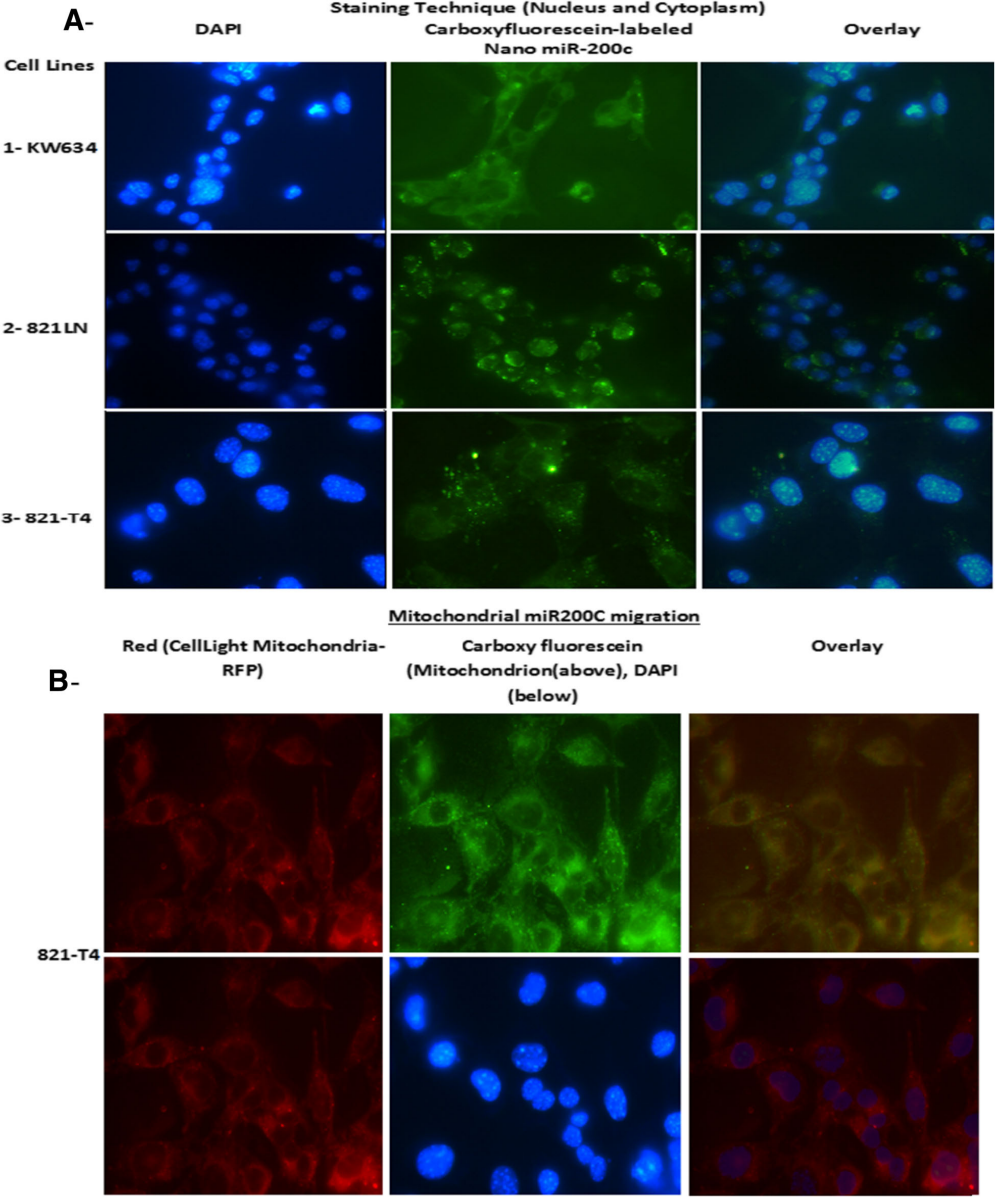
**a**- Efficient cellular uptake of miR-200c carboxy-fluorescein-labeled nanoparticles. Confocal microscopy analysis of the cellular uptake of liposomes tagged with fluorescein 24 h after transfection with 100 nmol/l (A1) 95% of miR-200c enter KW-634 non-metastatic lung tumor cell line, (A2) miR-200c in the 821-LN metastatic tumor cell line, and (A3) miR-200c in the 821-T4 metastatic tumor cell line. **b**- Staining techniques showing cytoplasmic and nuclear carboxy-fluorescein-labeled incorporation of our Nano miR-200c and Red CellLight Mitochondria-RFP miR-200c migration in the 821-T4 metastatic tumor cell line at about 87.5%, allowing the observation of the mitochondrial response to our gene transfer

**Fig. 3:**
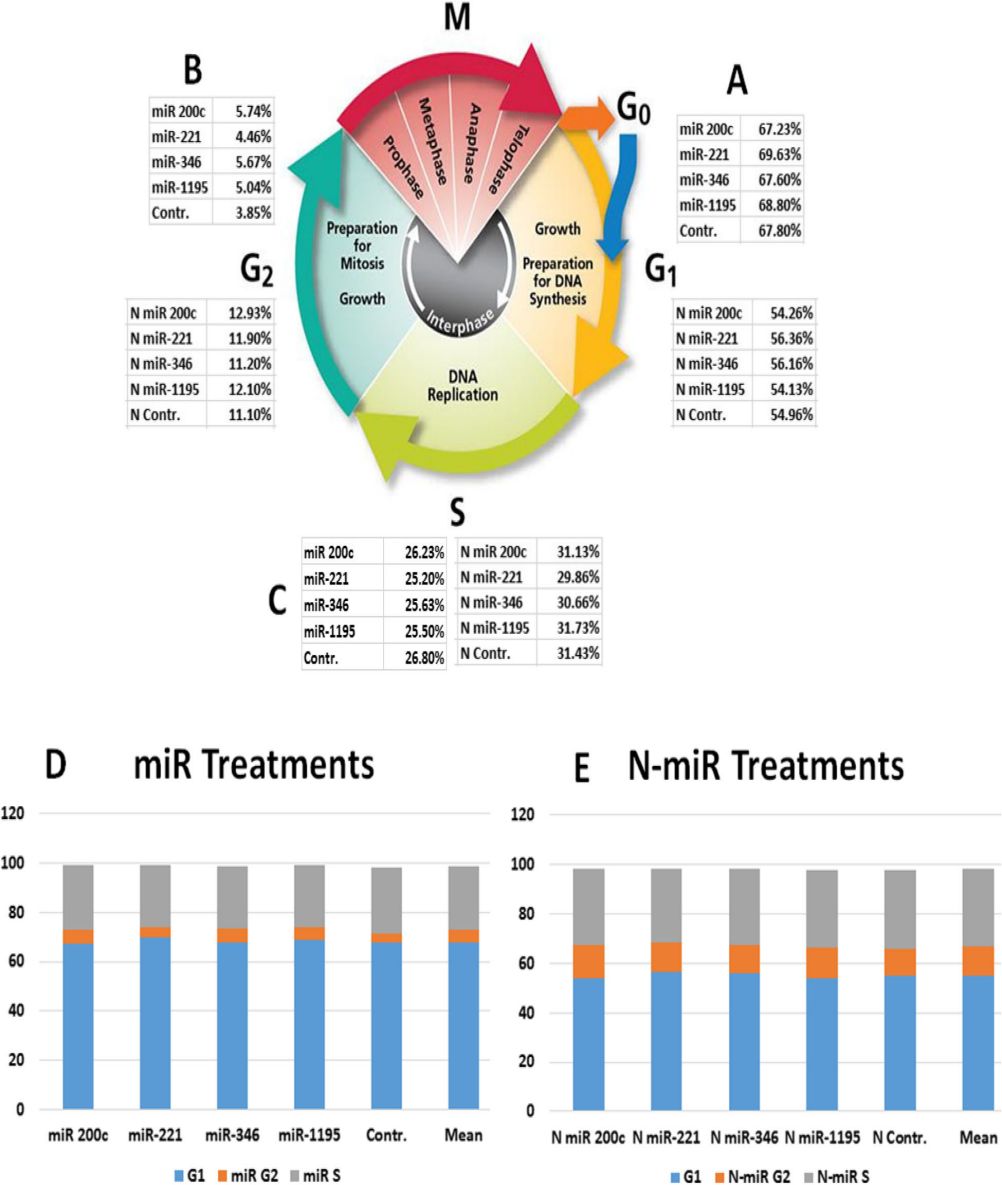
Cell cycle phases (**a** at G1, **b** at G2 & **c** the S phase) and analysis by flow cytometry with location of miRs (200c, 221,346 and 1195) after treatments (**d**) with miRs and (**e**) with N-miRs *in addition to the control without any miR and non-treated control cells*

### Effects of encapsulated miR-200c on the growth, morphology and expression of its endogenous targets

To determine whether Nano miR-200c could directly affect the growth of tumor cells more than miR-200c, the effect of Nano miR-200c treatment on the growth of tumor-derived cell lines from tumors isolated from Kras/Lkb1 was examined. A greater reduction in growth could be observed in cells treated with the Nano miR-200c compared with untreated cells after a prolong time. The non-metastatic KW-634 and metastatic 821-T4 and 821-LN cells (Fig. 4a) treated with miR-200c particularly encapsulated miR-200c are narrower than normal or nontreated cells. CellLight® Mitochondria-RFP, BacMam 2.0 provided a way to label mitochondria with red fluorescent protein (RFP) in live cells. This reagent is transfected into cells using BacMam 2.0 technology, where it expresses RFP fused to the leader sequence of E1 alpha pyruvate dehydrogenase. We observed mitochondria-RFP behavior in live cells independently of the mitochondrial membrane potential. This process allowed us to observe some mitochondrial disorders in the cytoplasm of some cells. Those disorders were present in untreated cells as well as those treated with miR-200c and Nano miR-200c, thus confirming that it was not related to our treatment (Fig. 4b and c). Endogenous expression of Nkx2.1 (Fig. 4d), miR-200c (Fig. 4e), and its direct targets Myb, Nfib and Six1 (Fig. 4f) in mouse lung non-metastatic (KW-634, black bars) and metastatic (821-T4, green bars) cells showed the same inverse correlation as observed in MLE15 cells (*) *P* < 0.05. To characterize these cells, we used qRT-PCR to evaluate endogenous expression levels of Nkx2.1, miR-200c, and the downstream targets Myb, Nfib, Six4, and Six1 that we had previously shown to be part of a regulatory network in MLE15 cells and in Nkx2.1 mutated lungs. Higher levels of Nkx2.1 were detected in 821-T4 metastatic compared with non-metastatic KW-634 cells. In these cells, we found an inverse pattern of expression between Nkx2.1 and miR-200c and an inverse pattern between miR-200c and downstream targets Myb, Nfib, Six4, and Six1 (Fig. 4) as they are all direct targets of Nkx2.1.

**Fig. 4:**
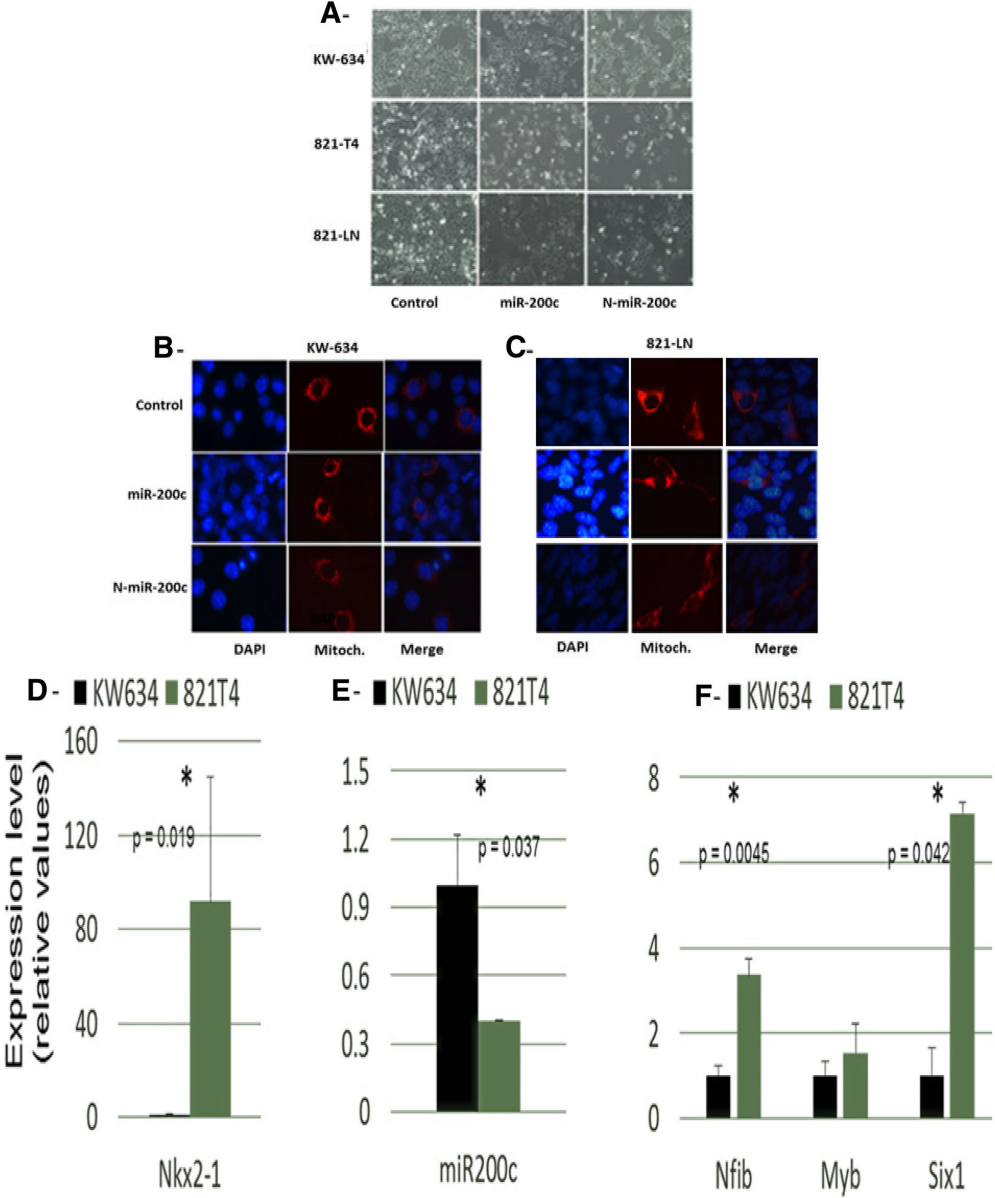
**a**- Effect of the treatment on the cancer cell lines. From left to right: untreated cells, cells treated with miR-200c, and cells treated with Nano miR-200c in mouse lung non-metastatic (KW-634), metastatic 821-LN and metastatic 821-T4 cell lines, showing a reduction of cell growth particularly following treatment with Nano miR-200c. **b**- and **c**- Cancer cell features after transduction with cell light Bacman reagent. From left to right: DAPI, mitochondrial membrane potential staining, and correlation showing the efficiency of cellular uptake of Nano miR-200c carboxy-fluorescein-labeled nanoparticles in mouse lung non-metastatic (KW-634) and metastatic (821-LN) cell lines, demonstrating a significant growth reduction with no change or damage in the nucleus or mitochondria. **d**- Endogenous expression of Nkx2–1, **e**- miR-200c and **f**- its targets Myb, Nfib and Six1 in mouse lung non-metastatic (KW-634, black bars) and metastatic (821-T4, green bars) cell lines, showing the same inverse correlation as described in MLE15 cell line. The asterisk indicates statistical significance

To clarify the significance of miR-200c in the metastatic and non-metastatic cell lines, we used qRT-PCR to investigate the effects of the expression of miR-200c and Nano miR-200c on some of its known direct targets (Fig. 5). The level of Nkx2.1 in KW-634 cells treated with Nano miR-200c was closely the same as in untreated controls, while miR-200c-treated cells expressed 5-fold higher levels than the controls. Within 821-T4 metastatic cells, Nano miR-200c-treated cells had a 2.5-fold higher expression of Nkx2.1 expression compared with the controls, while miR-200c-treated cells expressed 2-fold lower levels than Nano miR-200c. In 821-LN metastatic cells, treatment with miR-200c and Nano miR-200c had the highest downregulatory effect on the expression of Nkx2.1 compared to controls (Fig. 5a). In non-metastatic KW-634, metastatic 821-T4, and metastatic 821-LN cells, treatment with miR-200c and Nano miR-200c upregulated Six4 expression by 20 to 40, 1.4 to 2.75 and 1.4 to 4.4-fold, respectively, compared to the control (Fig. 5b). Myb expression is downregulated by 3.6 and 4.3-fold when non-metastatic KW-634 cells were treated with miR-200c and Nano miR-200c, respectively, compared to controls. In 821-T4 metastatic cells treated with miR-200c and Nano miR-200c, expression of Myb was 11 and 3-fold higher, respectively, compared with the controls. Myb expression in 821-LN metastatic cells was not significantly altered between controls and miR-200c treated cells but decreased by 50% following treatment with Nano miR-200c (Fig. 5c). miR-200c when encapsulated are being potential very important therapeutic targets as they can inhibit or activate signaling pathways as modulating cellular events as what we have seen in the cell cycle previously described.

**Fig. 5:**
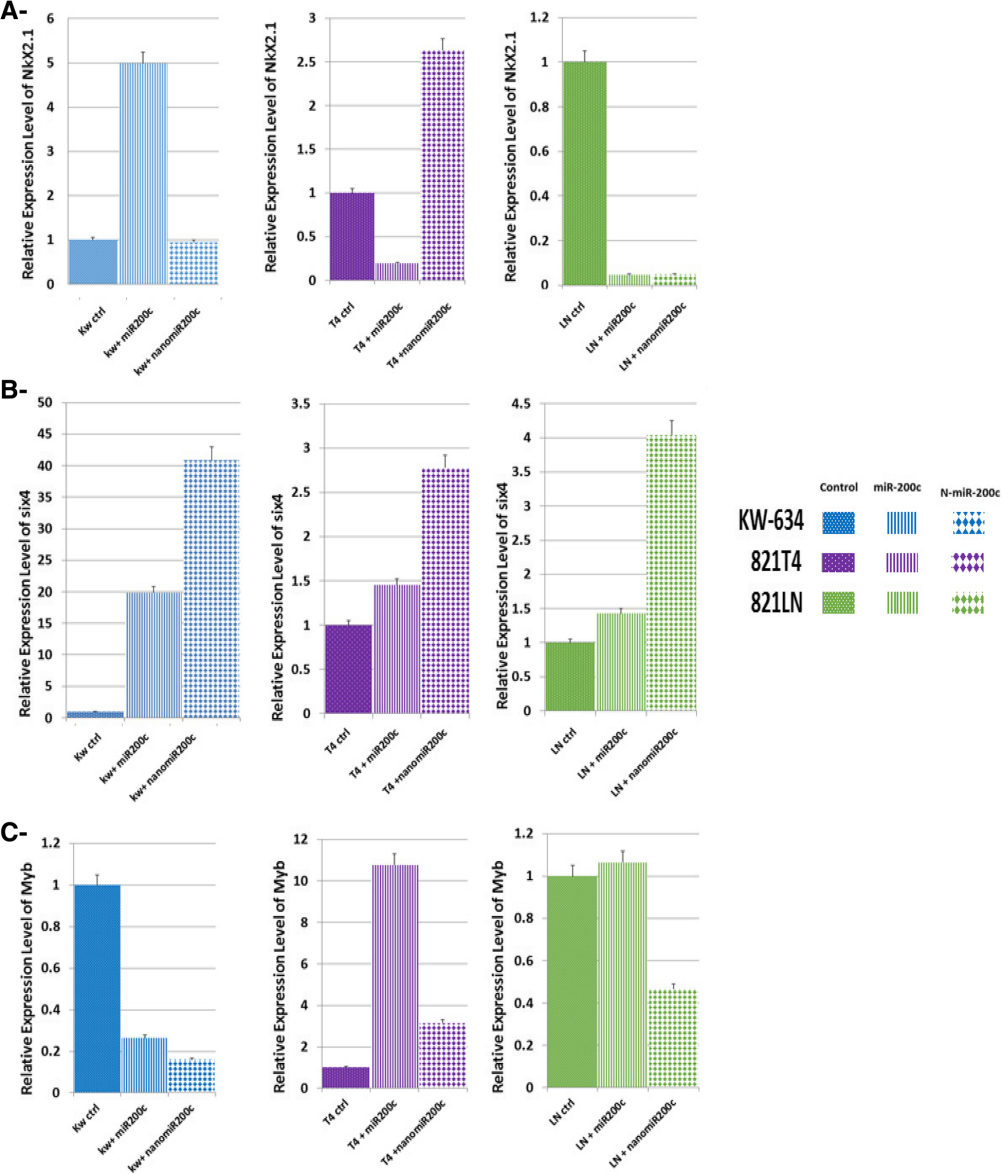
Endogenous expression of direct targets of miR-200c in mouse lung non-metastatic (KW-634, blue bars) and metastatic (821-T4, violet bars; 821-LN, green bars) cell lines, showing the various roles and effectiveness of our Nano encapsulation of miR-200c after each treatment with 50 nM miR-200c and nano-miR-200c. **a**- Nkx2.1 expression levels were maintained following treatment with Nano miR-200c in non-metastatic KW-634 and were elevated in metastatic 821-T4, while they were almost undetectable in metastatic 821-LN. **b**- Six4 showed significant expression in the cell lines treated with miR-200c and Nano miR-200c, and **c**- Myb expression was considerably affected by Nano miR-200c treatment in all lines

### NGS of mRNAs and miRs after treatment with miR-200c and encapsulated miR-200c

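RNA of 3 mouse lung cancer cell lines was sequenced: KW from a non-metastatic tumor, and LN and T4 from metastatic tumors, named as in the titles of the samples. Each line gave 3 libraries of cells treated with Nano miR-200c (10 µl of 50 nM, 48 h, at 40 to 50% confluency) and 3 libraries of untreated cells, 18 in all. The sample titles say treated and untreated without the agent. That the agent is Nano miR-200c and the comparator untreated cells is taken from the paper, mainly its tables and legends. Its results name miR-200c treatment as the comparator in 1 sentence, and its abstract and discussion also compare with non-encapsulated miR-200c. No title names empty nanoparticles or plain miR-200c. By the submitters' processing notes the authors aligned the reads to mm9 with TopHat and counted them per gene with HTSeq, and their deposited counts were used without change. Each library lists 24390 genes, 1163 of them microRNA genes, and none encoded by the mitochondrial genome. The counts in genes per library ranged from 12083000 to 17251600 (median 12963900) in treated and from 12022300 to 13287300 (median 13127800) in untreated KW cells. In LN cells they ranged from 12330100 to 13923600 (median 13388900) and from 12096700 to 15992800 (median 15006600). In T4 cells they ranged from 13560800 to 15720100 (median 14374400) and from 11016500 to 17662000 (median 15581800). Treated and untreated cells were compared with edgeR's quasi-likelihood test after TMM normalization, within each line and over the 3 lines with the line as a covariate, and genes with an adjusted p under 0.05 (Benjamini-Hochberg) are called higher or lower. The test over the 3 lines takes libraries, not lines, as replicates, so its p does not measure whether other lines would respond alike. The sample labels do not say whether the 3 libraries of a group came from separate cultures. Levels are CPM (counts scaled to a fixed library total) as mean ± SD, and log2 fold changes are treated over untreated. The standard error given for a gene is its absolute log2 fold change divided by the square root of edgeR's F statistic. It was not fitted separately and can be too small for genes with few counts in a group. The treated and untreated libraries of a line shared a lane, and each line had its own, so differences between lines cannot be told apart from differences between lanes. Counting intervals and the limits that a count of 0 allows cover counting error only.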

NGS approaches were used for genes identification regulated (up or down regulation) by changes in the expression of miR-200c and comparing expression of these genes following treatment with encapsulated miR-200c and in controls (Fig. 6, Additional file 1: Figures S3 and S4).The two-way hierarchical clustering of the genes and samples with 500 genes heat maps with the largest coefficient of variation were based on FPKM counts. Each row set for a gene, and column set for one sample. Red as the expression levels above the mean and green those below the mean (Fig. 6a) are the relative expression level of a single transcript across samples. We identified genes for each sample based on the count cut-off values of different fragment showing the 20 most differentially important and interesting expressed genes (Table 1).

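Soat2, which encodes an enzyme that esterifies cholesterol, rose with Nano miR-200c from 1.72 ± 1.21 to 18.5 ± 5.86 CPM (SD, n = 9 libraries per group over the 3 lines), a log2 fold change of 3.50 (standard error 0.28, adjusted p = 4.06e-09 from edgeR). Table 1 places it on chromosome 15 from 102150517 to 102163474, where the GRCm38 annotation also holds the gene. Angptl6, which encodes a secreted angiopoietin-like protein, rose from 1.80 ± 0.651 to 29.3 ± 17.8 CPM (log2 fold change 3.80, standard error 0.35, adjusted p = 3.1e-08). Chchd10, which encodes a protein of the mitochondrial intermembrane space, rose from 5.37 ± 3.31 to 54.7 ± 41.2 CPM (log2 fold change 3.17, standard error 0.21, adjusted p = 3.09e-10). The PCNA-binding factor 2810417H13Rik fell from 105 ± 32.0 to 10.4 ± 7.43 CPM (log2 fold change -3.49, standard error 0.18, adjusted p = 2.01e-11), and the keratin Krt6a fell from 75.5 ± 67.4 to 7.43 ± 6.58 CPM (log2 fold change -3.27, standard error 0.30, adjusted p = 2.73e-08). Fam71f2 rose from 2.24 ± 1.22 to 25.7 ± 31.7 CPM (log2 fold change 2.87, standard error 0.39, adjusted p = 3.33e-06). In each of the 3 lines the treated libraries lay apart from the untreated ones for these 6 genes, which chance gives for 10% of genes in a line. Lilrb4a, a receptor gene of myeloid cells, rose from 0.110 ± 0.0930 to 2.75 ± 2.05 CPM (log2 fold change 4.56, standard error 0.21, adjusted p = 3e-12), and it lies beside its paralog Lilr4b, so both may share reads. In KW cells Lilrb4a had 3 counts over the treated and 0 over the untreated libraries, so its rise rests on LN and T4 cells. The imprinted noncoding RNA H19 did not pass the test over the 3 lines (log2 fold change -0.06, standard error 0.23, adjusted p = 0.82). Of the 20 entries of Table 1, 12 loci hold 13 genes of the counts, and 11 of these gave a ratio, while Mir29c and Mir675 had no counts. In edgeR's test 10 of the 11 were called in the direction of Table 1, all except H19. The study chose these genes on the same samples, so their direction is not independent evidence, and the SD over 9 libraries includes the differences between the lines.

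**Figure D1:**
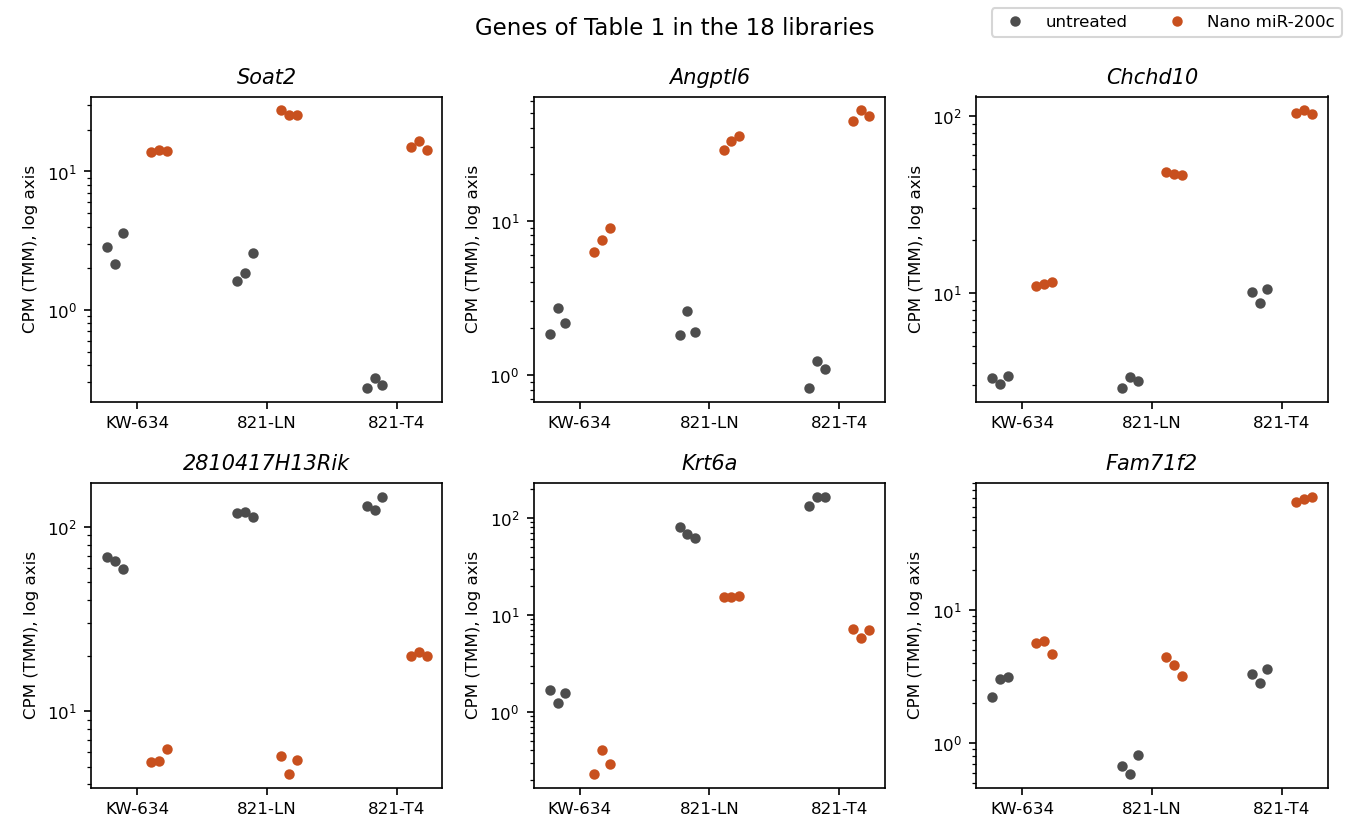
CPM after TMM normalization (log axis) of Soat2, Angptl6, Chchd10, 2810417H13Rik, Krt6a and Fam71f2, with 1 point per treated or untreated library of each cell line. In every line the treated libraries lie above the untreated ones for Soat2, Angptl6, Chchd10 and Fam71f2 and below them for 2810417H13Rik and Krt6a.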

**Fig. 6:**
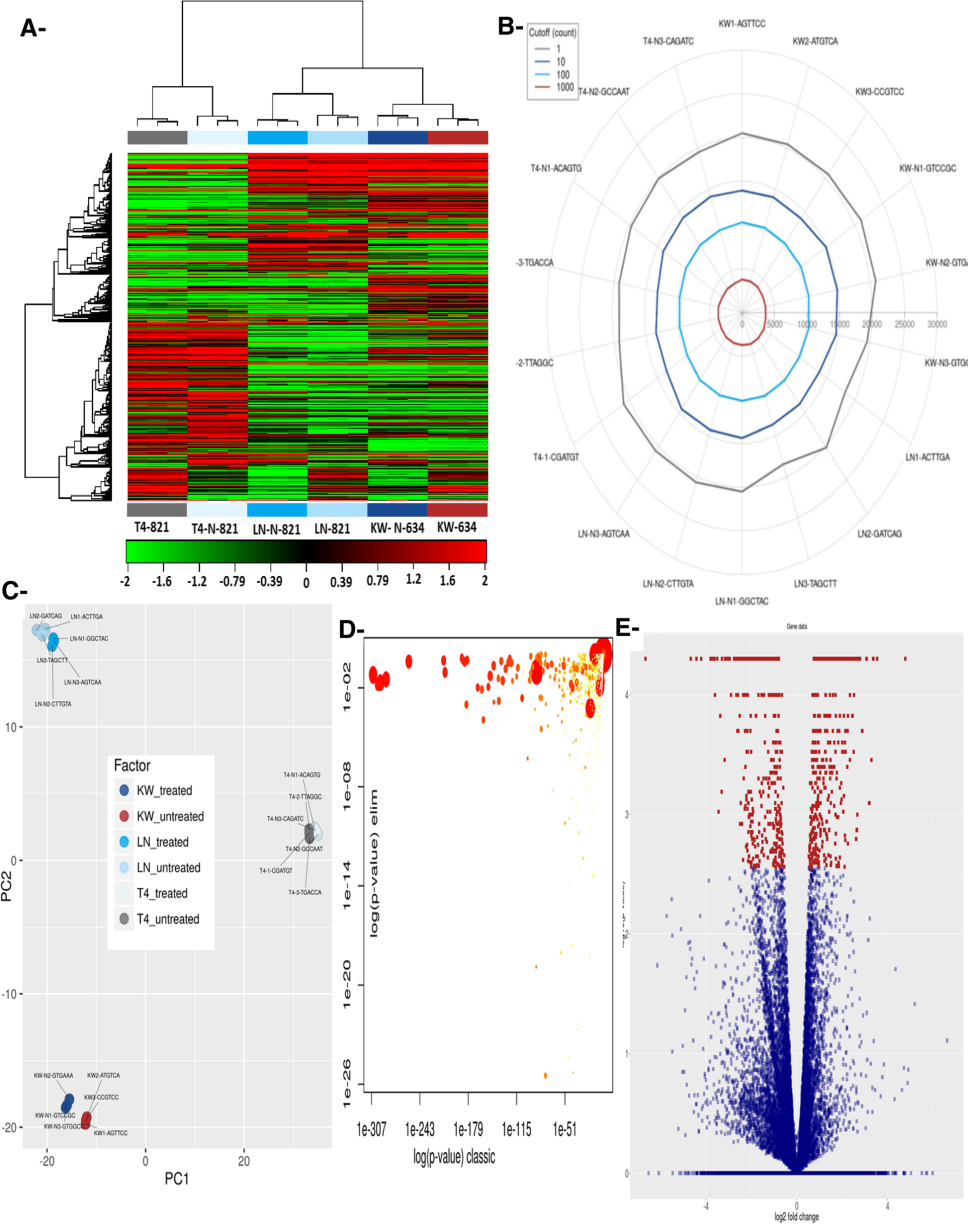
**a**- Heat map and unsupervised hierarchical clustering by sample and genes were performed for the listed samples using the 500 genes with the largest coefficient of variation based on FPKM counts. Data were based on samples from the treated and untreated groups. The results were based on the normalized FPKM (abundance) for each gene for each sample and a **b**- radar plot showing the number of genes identified for each sample at different fragment count cut-off values. See the color scale at the top of figure for the specification of fragment count cut-off values. **c**- Principal component analysis (PCA) plot for treated and untreated cells. PCA was performed on all samples that passed QC using the 500 genes with the largest coefficient of variation based on FPKM counts. Each circle represents a sample. Treated KW cells were separated better than 821-T4, which was not well separated, and 821-LN, which was moderately separated. **d**- Scatter plot showing significantly enriched GO terms associated with genes that were differentially expressed between treated and untreated cells. The plot shows a comparison of results obtained with the two statistical tests used. Values along diagonal line were consistent between both methods. Values on the bottom left of the plot correspond to the terms with the most reliable estimates using both methods. The size of a dot is proportional to the number of genes mapping to that GO term, and the coloring represents the number of significantly differentially expressed transcripts corresponding to that term, with dark red representing more terms and yellow fewer terms. **e**- Volcano plot showing the relationship between the *p*-values and the log2-fold change in normalized expression (FPKM) between treated and untreated cells; Data are based on the normalized FPKM (abundance) for each gene per sample

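In KW cells Avil, which encodes an actin-binding protein, rose with treatment from 2.11 ± 0.586 to 12.1 ± 0.728 CPM (SD, n = 3 libraries per group; log2 fold change 2.51, standard error 0.17, adjusted p = 1.89e-10 from edgeR). In LN cells the mitotic kinase gene Nek2 fell from 55.3 ± 1.90 to 3.27 ± 0.0370 CPM (log2 fold change -4.08, standard error 0.09, adjusted p = 1.03e-15), and the stress-induced pseudokinase gene Trib3 rose from 12.4 ± 1.62 to 200.4 ± 7.82 CPM (log2 fold change 4.00, standard error 0.07, adjusted p = 1.7e-16). In T4 cells Dhcr24, which encodes an enzyme of the last steps of cholesterol synthesis, fell from 312 ± 23.4 to 41.7 ± 1.47 CPM (log2 fold change -2.90, standard error 0.07, adjusted p = 1.73e-16). The semaphorin receptor gene Nrp1 also fell there, from 65.4 ± 3.27 to 5.93 ± 0.737 CPM (log2 fold change -3.46, standard error 0.10, adjusted p = 4.12e-16). A principal component analysis of log2(CPM + 1) of the 500 genes with the largest coefficient of variation gave the separation of treated from untreated libraries within each line. On its first 2 components the centroids of treated and untreated libraries lay 3.48 apart in KW, 7.02 in LN and 1.60 in T4 cells. The mean distance of a library to its own centroid was 0.207, 0.258 and 0.130, so the separation was 16.8, 27.2 and 12.3 times the distance within groups. With all tested genes in place of the 500 these ratios were 29.1, 13.2 and 31.4, which turns their order. With no filter on low counts they were 1.42, 1.45 and 0.328.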

**Table 1:** The 20 most significantly differentially expressed genes

Gene ID	Gene	Locus	Treated FPKM	Untreated FPKM	Log^2^ Fold Change	q_value
XLOC_001070	Mir29b2, Mir29c, mmu-mir-29b-2	1:194938820–195,037,908	426.25	4.19	−6.67	0.00215219
XLOC_034022	H19, Mir675	7:142575528–142,578,143	20.65	568.45	4.78	0.00215219
XLOC_002346	Gp49a, Lilrb4	10:51480631–51,496,613	24.53	0.97	−4.66	0.00215219
XLOC_024975	–	4:150736119–150,739,106	1.64	0.08	−4.42	0.00215219
XLOC_026432	Car6	4:150187014–150,201,332	3.34	0.18	−4.21	0.00215219
XLOC_036797	Angptl6	9:20868641–20,879,727	28.72	2.07	−3.79	0.00215219
XLOC_013580	AC115005.1, Gm7541	16:8622332–8,624,782	7.85	0.6	−3.7	0.00215219
XLOC_003379	–	10:79038548–79,046,643	3.34	0.26	−3.67	0.00215219
XLOC_002626	–	10:82116731–82,122,868	1.48	0.12	−3.62	0.00215219
XLOC_003263	Col13a1	10:61838235–61,979,108	0.78	0.06	−3.61	0.00382174
XLOC_037321	AC163666.1, SNORD50	9:88595218–88,599,516	1.18	13.74	3,54	0.00215219
XLOC_028771	Fam71f2	6:29275646–29,290,927	28.77	2.54	−3.5	0.00215219
XLOC_008396	–	13:14677687–14,682,438	1.26	0.11	−3.5	0.00215219
XLOC_008544	Dcdc2a	13:25056003–25,210,706	1.56	0.14	−3.44	0.023298
XLOC_012908	Krt6a	15:101689931–101,694,307	3.0	31.08	3.37	0.00215219
XLOC_012225	Soat2	15:102150517–102,163,474	10.76	1.04	−3.37	0.00539903
XLOC_019276	Gm14047	2:129364569–129,376,154	6.63	0.67	−3.31	0.0173413
XLOC_003382	–	10:79048734–79,059,175	1.67	0.17	−3.3	0.00215219
XLOC_002473	Chchd10	10:75935559–75,940,672	62.53	6.36	−3.3	0.00215219
XLOC_036264	2810417H13Rik	9:65828929–65,908,794	4.88	47.75	3.29	0.0105894

Treated and untreated columns show group average FPKM values. FPKM is a unit of measurement of gene expression (fragments per kilobase of transcript per million mapped reads). Transcripts with the highest fold change between groups are shown at the top of the table. The fold change is the log2-fold change of FPKM between the treated and untreated groups. q-values shown are *p*-values that have been adjusted using the Benjamini-Hochberg false discovery rate (FDR) approach to correct for multiple testing. As a general guide, fold changes with q-values below 0.05 may be considered significant

On the outer rim of the plot, the sample names can be found. 1, 10, 100 or 1000 counts estimation of genes identified is illustrated as colored rings. Sample resulting in a significantly lower number of identified genes at each fragment count cut-off was a deviation from the rest. Concentric rings of different colors (Fig. 6b) are the result of genes identified at each fragment count cut-off samples with similar number. 

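In treated KW cells 12637 ± 176 genes had at least 10 counts, against 12430 ± 56.0 in untreated cells (SD, n = 3 libraries per group, exact permutation test, p = 0.1, two-sided, the smallest p that 3 against 3 allow). In T4 cells the numbers were 12160 ± 79.2 and 11854 ± 198 (exact permutation test, p = 0.1), and in LN cells 12172 ± 59.0 and 12269 ± 138 (p = 0.3). The differences at 10 counts were 207 genes in KW, 306 in T4 and -97.3 in LN cells, and with all libraries thinned to the depth of the smallest they were 128, 295 and -16.3. KW treated replicate 3 had the most counts of the KW libraries, and without it the difference in KW cells was 107 genes. With 1 library left out the differences ranged from 196 to 388 in T4 and from -176 to -44.5 in LN cells. At least 1 count was seen for 15395 ± 191 genes in treated and 15350 ± 77.7 in untreated KW cells, a difference of 45 genes (exact permutation test, p = 0.9). With thinned libraries this difference was -20.7 genes. The numbers with at least 1 count were 14985 ± 88.3 and 15188 ± 163 in LN cells (exact permutation test, p = 0.3) and 15349 ± 104 and 15196 ± 238 in T4 cells (p = 0.4). At least 1000 counts were reached by 3442 ± 687 genes in treated and 3187 ± 177 in untreated KW cells (exact permutation test, p = 0.9), 3286 ± 225 and 3601 ± 502 in LN cells (p = 0.4), and 3761 ± 285 and 3781 ± 812 in T4 cells (p = 1). Without KW treated replicate 3 the difference in KW cells at 1 count was -64.3 genes, and without KW treated replicate 2 it was 112. At 1000 counts the difference in KW cells was 255 genes, -87 with thinned libraries and -135 without KW treated replicate 3, so its sign turned under both. With 1 library left out the differences at 1000 counts ranged from -477 to 299 genes in T4 and from -594 to -108 in LN cells.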

Our data revealed that Nano miR-200c increased the expression of miR-29b by 101.7-fold compared with miR-200c treatment (Table 1). 

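Mir29b-2 and Mir29c, which share a primary transcript on chromosome 1, had no count in any of the 18 libraries. Mir29b-1, from the other primary transcript of this microRNA family, had none either, and its neighbor Mir29a had 2 counts in all. The genes of the delivered family gave few counts as well: Mir200c, Mir200b and Mir429 had none, and Mir141 and Mir200a had 1 each. Mir221, which lies in a longer primary transcript, had 27 counts in treated and 3 in untreated KW cells, 18 and 2 in LN cells, and 6 and 1 in T4 cells. Mature microRNAs are too short to be captured in libraries of longer RNA, and the paper names primary microRNA transcripts among its mappable reads. A count of 0 allows up to 3 counts, so no fold change is given for the Mir29 genes and a change was not detectable at this depth.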

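H19, an imprinted noncoding RNA that is the host transcript of Mir675, had 98.7 ± 11.1 CPM in treated and 85.2 ± 4.50 CPM in untreated KW cells (SD, n = 3 libraries per group; log2 fold change 0.22, standard error 0.07, adjusted p = 0.0129 from edgeR). Without KW treated replicate 3 the log2 fold change of H19 was 0.12 (adjusted p = 0.0854) and without KW untreated replicate 3 it was 0.17 (adjusted p = 0.0782), so its call rests on these libraries. Mir1247, which lies in the imprinted Dlk1-Dio3 region of chromosome 12, had 6 counts over the 3 treated KW libraries, all in KW treated replicate 3, and 2 over the 3 untreated ones. The log2 ratio of untreated over treated Mir1247 was -1.14, with a 95% counting interval from -4.78 to 1.05, so a difference was not detectable at this depth. Without that library 0 treated stand against 2 untreated counts, and no ratio is given. Meg3, a noncoding RNA of the same imprinted region, rose from 8.03 ± 1.39 to 39.5 ± 0.439 CPM in KW cells (log2 fold change 2.29, standard error 0.10, adjusted p = 3.86e-13).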

In KW-634 cells, miR-29b increased by 5261-fold (Additional file 2: Table S1), and in 821-T4/LN cells, miR-1247 increased by 150-fold. Conversely, miR-1247 and miR-675 decreased by 348- and 1029.5-fold, respectively (Additional file 2: Tables S2 and S3). miR-189 decreased by 34-fold in 821-T4 cells treated with encapsulated miR-200c (Additional file 2: Table S3). 

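In LN cells H19 fell from 1.59 ± 0.779 to 0.358 ± 0.125 CPM (SD, n = 3 libraries per group; log2 fold change -2.08, standard error 0.44, adjusted p = 0.000475 from edgeR), which rests on 66 counts over the untreated and 14 over the treated libraries. In T4 cells H19 had 4 counts over the untreated and 8 over the treated libraries, too few to pass the filter on low counts. Mir675, which is processed from H19, and Mir1895 had no count in any library of the 3 lines, so they are listed at 0 and no fold change is given. Reads on Mir675 also lie on H19 and may be counted as ambiguous, so its 0 does not measure its level. Mir1247 had no count in LN or T4 cells.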

NGS comparison of untreated A-KW-634 vs. 821-LN, B-821-LN vs. 821-T4, C-KW-634 vs. 821-T4, treated D-KW-634 vs. 821-LN, and E-821-LN vs. 821-T4 showed completely opposite higher gene expression values compared with the untreated metastatic cells, F-KW/T4 (Additional file 1: Figure S4).

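Sox17, a transcription factor gene of endoderm and vessels, had 79.5 ± 4.82 CPM in untreated LN and 0.0255 ± 0.0442 CPM in untreated KW cells (SD, n = 3 libraries per group; adjusted p = 6.58e-18 from edgeR). The amino acid transporter gene Slc7a8 had 167 ± 2.51 and 0.105 ± 0.0913 CPM in the same lines (adjusted p = 1.59e-19). Lcn2, which encodes an iron-binding protein of inflamed epithelium, had 129.9 ± 19.0 CPM in untreated T4 and 0.0857 ± 0.0743 CPM in untreated LN cells (adjusted p = 1.39e-16). Among treated cells the cytokine gene Csf3 had 599.8 ± 14.0 CPM in T4 and 3.01 ± 0.834 CPM in LN cells (log2 fold change 7.62, standard error 0.06, adjusted p = 6.58e-49). Between KW and LN cells, 4482 genes were higher and 4474 lower in untreated LN cells, and 4644 and 4613 in treated ones. Between LN and T4 cells, 4667 were higher and 4807 lower in untreated T4 cells, and 5180 and 5290 in treated ones. Between KW and T4 cells the numbers were 4779 and 4874 untreated, and 5149 and 5286 treated. Of the genes called between untreated lines, 7544 of 8772 (86.0%) had the same sign between treated KW and LN cells. The shares were 7854 of 9198 (85.4%) for LN and T4 and 8230 of 9504 (86.6%) for KW and T4. Of the genes called both untreated and treated, 606 of 7041, 873 of 8069 and 743 of 8154 had opposite signs. Across genes, the line differences of untreated and treated cells had a Pearson correlation of 0.901, 0.897 and 0.907 (3 relations, genes are not independent replicates), and of 0.765, 0.780 and 0.797 with no filter on low counts. Each line had its own lane, so these differences between lines hold any difference between lanes.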

Unsupervised analysis for the reduction of our large data sets was done using Principal component analysis (PCA) according to the expression profiles giving us 500 genes with the largest coefficient on variation plotted along the X-axis and the second largest on the Y-axis according to biological pronounced differences between samples included based on the FPKM abundance estimations included in the analysis for sample clustering. Separation of samples in different regions of a PCA plot are based on their biology. Cells were the main variable factors in addition to the treatments. 

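The homeobox genes Hoxc8 and Hoxb6 had 24.9 ± 0.388 and 27.8 ± 1.61 CPM in untreated LN cells and no count in untreated T4 cells (SD, n = 3 libraries per group). Pdx1, a transcription factor gene of foregut endoderm, had 25.0 ± 1.75 CPM in untreated LN cells and no count in T4 cells. Hnf4a, a regulator of gut and liver epithelium, had 59.5 ± 2.57 CPM in treated KW and 0.0230 ± 0.0398 CPM in treated T4 cells (adjusted p = 1.69e-19 from edgeR). The basal keratin gene Krt17 had 35.3 ± 1.29 CPM in treated LN cells and no count in treated T4 cells. Irx1, a homeobox gene of the developing lung, had 75.8 ± 6.87 CPM in untreated T4 and 0.0274 ± 0.0474 CPM in untreated KW cells (adjusted p = 2.63e-18). The first and second principal components held 46.0% and 45.0% of the variance of the 500 most variable genes, and the centroids of the lines lay 48.5 (KW and LN), 48.8 (KW and T4) and 48.1 (LN and T4) apart. With all tested genes the shares were 50.0% and 27.2%. With no filter on low counts they were 10.8% and 9.68%, and the line centroids lay 0.186, 0.169 and 0.167 apart.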

Clustering was performed according to KW-634 non-metastatic cells, metastatic 821-T4 and 821-LN cells, and their respective treatments (Fig. 6c).

We used Gene Ontology **(**GO) enrichment analysis to investigate whether specific GO terms were more likely to be associated with the differentially expressed transcripts and by comparing two different statistical tests: Standard Fisher’s test to investigate the enrichment of terms between two groups, and the ‘Elim’ method applied to achieve a more conservative approach incorporating the topology of the GO network to compensate for local dependencies between GO that can mask significant GO terms thus highlighting relevant GO terms. Figure 6d is the result for the biological process GO terms of differentially expressed transcripts identified between the two groups. The Volcano plot visualize genes display statistically significant large-magnitude changes with towards the top of the plot (high statistical significance) and at the extreme left or right (strongly down and up-regulated, respectively) by plotting -log10 (*p*-value) on the y-axis and the expression fold change between the two experimental groups on the x-axis with two regions of interest. 

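Genes of cholesterol synthesis and uptake fell in treated cells. Cyp51, which encodes a demethylase of the pathway, fell from 214 ± 72.8 to 53.6 ± 17.2 CPM (SD, n = 9 libraries per group; log2 fold change -1.98, standard error 0.04, adjusted p = 3.97e-17 from edgeR), and Hmgcr, which encodes its rate-limiting reductase, fell from 206 ± 77.0 to 67.1 ± 17.4 CPM (log2 fold change -1.57, standard error 0.05, adjusted p = 4.89e-14). Of 26 such genes tested, 25 were lower over the 3 lines (25 adjusted over the list alone) and 1 was higher, Npc1l1, a sterol transporter gene named after its value was seen; the median log2 fold change was -1.18 (camera, adjusted p = 2.55e-16; adjusted p = 0.000481 with an estimated correlation). Fatty acid synthesis followed, with the desaturase gene Fads2 falling from 96.2 ± 31.0 to 21.5 ± 10.3 CPM (log2 fold change -2.26, standard error 0.10, adjusted p = 1.63e-12) and 17 of 22 genes lower (17 adjusted over the list alone; median -0.54, camera adjusted p = 6.31e-07, adjusted p = 0.0576 with an estimated correlation). Genes of the ATF4 and amino acid response rose: Ddit3, a transcription factor gene of cell stress, went from 8.95 ± 2.02 to 45.1 ± 15.0 CPM (log2 fold change 2.28, standard error 0.16, adjusted p = 1.07e-09). Of 41 genes of this response 35 were higher (36 adjusted over the list alone) and 1 was lower, Psat1, a serine synthesis gene named after its value was seen (median 0.83, camera adjusted p = 1.31e-09, adjusted p = 0.387 with an estimated correlation). Of 74 genes of cytosolic ribosomal proteins 59 were higher (59 adjusted over the list alone) and 4 were lower, Rplp0, Rps2, Rps4x and Rpsa, named after their values were seen (median 0.38, camera adjusted p = 9.74e-11, adjusted p = 0.492 with an estimated correlation). Ovgp1, which encodes a secreted glycoprotein, rose from 7.15 ± 2.01 to 48.1 ± 14.1 CPM (log2 fold change 2.75, standard error 0.06, adjusted p = 7.74e-17), and the RNA-binding protein gene Zfr2 rose from 0.864 ± 0.737 to 16.0 ± 9.31 CPM (log2 fold change 4.19, standard error 0.29, adjusted p = 6.14e-10). In the treated libraries the share of uniquely aligned reads outside annotated genes was also higher, by 6.08 points over the 3 lines. With treatment 3893 genes were higher and 3861 lower of 12569 tested in KW cells, 4414 and 4441 of 12328 in LN cells, and 4407 and 4502 of 12159 in T4 cells. Over the 3 lines 4568 were higher and 4267 lower of 13417, and 2100 and 2009 when the model left out the cell line. At least 2-fold changes among the called genes numbered 610 higher and 468 lower, 680 and 898, and 1407 and 943 in the 3 lines. Of 11407 genes tested in every line, 1910 were higher and 2054 lower in all 3 lines, against 467 and 484 for independent lines. With treatment labels permuted within the lines, the number of gene lists called over the 4 treatment comparisons had a median of 45 and reached 58, against 52 for the real labels, so that number does not set the treatment apart.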

In red are genes with a q-value < 0.05 with thousands passing the filtering as indicated in Fig. 6e.

The table shows the results for the GO (biological process) terms associated with significant differentially expressed transcripts identified between the two groups. 

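Genes of mitosis and cell division were lower in treated cells: Racgap1, which encodes a protein of the central spindle, fell from 215 ± 40.5 to 72.6 ± 17.0 CPM (SD, n = 9 libraries per group; log2 fold change -1.57, standard error 0.11, adjusted p = 1.31e-09 from edgeR), and the kinetochore gene Nuf2 fell from 49.5 ± 22.3 to 11.1 ± 9.01 CPM (log2 fold change -2.39, standard error 0.19, adjusted p = 3.36e-09). All 62 genes of this list were lower over the 3 lines (62 adjusted over the list alone), with a median log2 fold change of -1.84 (camera, adjusted p = 9.21e-19; adjusted p = 0.418 with an estimated correlation). The median was -1.62 in KW, -3.29 in LN and -1.05 in T4 cells (adjusted p = 0.013, 0.0934 and 0.0358 with an estimated correlation), and 1 gene did not pass the test in T4 cells, Nusap1, named after its value was seen. DNA replication genes fell likewise: the sliding clamp gene Pcna went from 392 ± 41.8 to 187 ± 26.9 CPM (log2 fold change -1.08, standard error 0.05, adjusted p = 2.09e-12), and Mcm2, which encodes a subunit of the replicative helicase, from 169.9 ± 27.0 to 79.9 ± 6.31 CPM (log2 fold change -1.08, standard error 0.04, adjusted p = 4.07e-13). All 55 were lower over the 3 lines (55 adjusted over the list alone; median -1.38, camera adjusted p = 2.79e-26, adjusted p = 0.103 with an estimated correlation), and in each line, with medians of -1.08, -1.65 and -1.28 (adjusted p = 0.0358, 0.013 and 0.103 with an estimated correlation). Of 57 genes of DNA repair and checkpoints 42 were lower (42 adjusted over the list alone) and 9 higher (median -0.56, camera adjusted p = 1.64e-07, adjusted p = 0.189 with an estimated correlation), among them Chek1, a checkpoint kinase gene, at -1.09 (adjusted p = 2e-11). Of 13 core histone genes 11 were lower (11 adjusted over the list alone; median -1.53, camera adjusted p = 0.00489, adjusted p = 0.201 with an estimated correlation). Of these genes, 10 of mitosis, 4 of DNA replication, 2 of DNA repair and 1 histone gene stand in the paper's tables, and for those the result is not independent evidence. The share of uniquely aligned reads outside annotated genes was 20.0% in the treated and 14.0% in the untreated libraries in which these groups fell. Called genes made up 100% of the mitosis and of the DNA replication genes against 65.7% of the other genes tested (Fisher's exact test over the 3 lines, adjusted p = 3.87e-10 and 4.17e-09). For genes of the spliceosome and mRNA processing the share was 83.1% (Fisher's exact test, adjusted p = 0.0313), with 14 higher and 35 lower of 59 (14 and 35 adjusted over the list alone; median -0.21, camera adjusted p = 0.0371, adjusted p = 0.672 with an estimated correlation). These lists stand in for GO terms, and none of them is a list of regulators of transcription. Fisher's exact test takes genes as independent, so its p-values do not measure the spread between libraries. The paper reasons from its differentially expressed transcripts, through Fisher's test and the Elim method (Fig. 6d), to the GO terms of Table 2.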

Complete GO enrichment analysis showed all comparisons such as Cellular component (CC) and Molecular function (MF) analysis; the 20 significantly differentially expressed GO (biological process) terms associated with transcripts between the treated and untreated groups were mostly related to Regulation of Transcription and Cell Division as indicated in Table 2.

**Table 2:** Top 20 significant GO (biological process) terms associated with transcripts that were differentially expressed between the treated and untreated groups

GO_ID	Term	Annotated	Significant	Expected	*p*-value
GO:0006355	Regulation of transcription, DNA-template	2829	129	110	3.3e-26
GO:0051301	Cell division	510	96	19.83	5.0e-26
GO:0006281	DNA repair	358	47	13.92	4.6e-25
GO:0007067	Mitotic nuclear division	309	74	13.92	2.1e-23
GO:0006397	mRNA processing	317	23	12.33	4.2e-23
GO:0007049	Cell cycle	1129	167	43.9	1.2e-19
GO:0008380	RNA splicing	254	17	9.88	5.5e-19
GO:0000122	Negative regulation of transcription from RNA polymerase II promoter	539	41	20.96	6.6e-19
GO:0015031	Protein transport	1256	63	48.84	9.5e-19
GO:0006886	Intracellular protein transport	651	38	25.31	2.6e-18
GO:0006364	rRNA processing	111	3	4.32	4.2e-15
GO:0016567	Protein ubiquitination	484	28	18.82	1.7e-14
GO:0045944	Positive regulation of transcription from RNA polymerase II promoter	716	45	27.84	4.5e-14
GO:0006260	DNA replication	232	51	9.02	1.1e-13
GO:0045893	Positive regulation of transcription, DNA template	1074	62	41.76	4.7e-13
GO:0045892	Negative regulation of transcription, DNA template	860	58	33.44	1.8e-11
GO:0001701	In utero embryonic development	371	29	14.43	2.9e-11
GO:0006915	Apoptotic process	1336	91	51.95	6.5e-11
GO:0051726	Regulation of cell cycle	560	82	21.77	1.2e-10
GO:0008285	Negative regulation of cell proliferation	449	30	17.46	2.4e-10

This table aims to highlight the most relevant GO terms associated with the differentially expressed transcripts in the comparison to ascertain whether certain biological functions were enriched among the transcripts compared with the reference background. This analysis is a type of gene enrichment test and does not ensure that the transcripts that belong to a significant GO term are up or downregulated. It does ensure, however, that a group of differentially expressed genes with similar functionality are significantly over-represented. The expected values represent an estimate of the number of transcripts associated with the given significant GO term at random among all the annotated differentially expressed genes. The significant (observed) values represent the number of differentially expressed transcripts associated with that particular GO term in the sample (real) dataset. Annotations represent the total number of genes associated with that GO term in the sample dataset, which means that the reference background could potentially have a larger number of annotations. The q value represents the test statistics for the given GO term whether or not it is significantly enriched

Different isoforms were detected. Novel transcripts that could be a new isoform of a known gene or a transcript without any known features were characterized as transcripts containing features that are not present in the reference annotation (Table 3).

**Table 3:** Isoforms: Table of the 20 most significantly differentially expressed isoforms (known and novel)

Isoform ID	Gene	Locus	Treated FPKM	Untreated FPKM	Log^2^ Fold Change	q_value
XLOC_012369	Ywhaz	15:36767848–36,794,547	1.7	80.48	5.57	0.00942353
XLOC_024975	–	4:150736119–150,739,106	1.64	0.08	−4.42	0.00942353
XLOC_003379	–	10:79038548–79,046,643	3.34	0.26	−3.67	0.00942353
XLOC_002626	–	10:82116731–82,122,868	1.48	0.12	−3.62	0.00942353
XLOC_008396	–	13:14677687–14,682,438	1.26	0.11	−3.5	0.00942353
XLOC_007772	Scin	12:40059768–40,134,228	5.36	0.5	−3.43	0.0391793
XLOC_012908	Krt6a	15:101689931–101,694,307	3.0	31.08	3.37	0.00942353
XLOC_022065	Iqgap3	3:88082044–88,121,048	1.09	10.98	3.33	0.00942353
XLOC_003382	–	10:79048734–79,059,175	1.67	0.17	−3.3	0.00942353
XLOC_002473	Chchd10	10:75935559–75,940,672	48.82	5.03	−3.28	0.00942353
XLOC_021250	–	2:148376283–148,382,190	1.74	0.19	−3.16	0.00942353
XLOC_028771	Fam71f2	6:29275646–29,290,927	8.97	1.06	−3.08	0.00942353
XLOC_000700	Cyb5r1	1:134405743–134,411,742	60.75	7.19	−3.08	0.00942353
XLOC_021249	–	2:148374139–148,376,129	1.33	0.16	−3.01	0.00942353
XLOC_007014	Rrm2	12:24708240–24,714,146	9.74	76.73	2.98	0.00942353
XLOC_004951	Cdc6	11:98907770–98,923,940	1.49	10.97	2.88	0.00942353
XLOC_011906	Grina	15:76246785–76,249,913	131.99	18.55	−2.83	0.00942353
XLOC_034952	Shcbp1	8:4735979–4,779,534	2.93	20.2	2.79	0.00942353
XLOC_032951	Fgf21	7:45613906–45,615,490	3.92	0.58	−2.76	0.00942353
XLOC_005606	Hmmr	11:40701394–40,733,422	3.37	22.21	2.72	0.00942353

Treated and untreated columns show group average FPKM values. FPKM is a unit of measurement of gene expression (fragments per kilobase of transcript per million mapped reads). Isoforms with the highest fold change between groups are shown at the top of the table. The fold change is the log2-fold change in FPKM between the treated and untreated groups. q-values shown are p-values that have been adjusted using the Benjamini-Hochberg false discovery rate (FDR) approach to correct for multiple testing. As a general guide, fold changes with q-values below 0.05 are considered significant

A novel transcript could also be the result of a previously unknown splicing event for a known gene or a previously unknown long noncoding RNA (Table 4).

**Table 4:** Novel isoforms. Table of the 20 most significantly differentially expressed novel isoforms

New Isoform ID	Closest Known Transcript	Locus	Treated FPKM	Untreated FPKM	Log^2^ Fold Change	q_value
XLOC_028771	Fam71f2	6:29275646–29,290,927	8.97	1.06	−3.08	0.00942353
XLOC_000700	Cyb5r1	1:134405743–134,411,742	60.75	7.19	−3.08	0.00942353
XLOC_011906	Grina	15:76246785–76,249,913	131.99	18.55	−2.83	0.00942353
XLOC_008363	Idi1	13:8885500–8,892,451	8.47	55.59	2.72	0.00942353
XLOC_034570	Mcm5	8:75109527–75,128,439	5.52	29.52	2.42	0.00942353
XLOC_004629	Coro6	11:77462410–77,470,484	8.76	1.76	−2.31	0.0478209
XLOC_013221	Tfrc	16:32608919–32,632,794	4.92	23.57	2.26	0.00942353
XLOC_033943	Mki67	7:135689785–135,716,379	1.74	8.18	2.24	0.00942353
XLOC_016993	Fads1	19:10182887–10,196,878	7.66	32.64	2.09	0.0227413
XLOC_010082	Nt5dc2	14:31131073–31,168,641	6.74	26.89	2.0	0.0391793
XLOC_014349	Srrm2	17:23803186–23,824,739	47.42	13.38	−1.83	0.00942353
XLOC_033943	Mki67	7:135689785–135,716,379	4.87	17.22	1.82	0.00942353
XLOC_015979	Lama3	18:12334023–12,584,803	25.18	7.54	−1.74	0.00942353
XLOC_018214	Nelf	2:25054354–25,062,889	20.9	6.28	−1.73	0.0343286
XLOC_011906	Grina	15:76246785–76,249,913	223.87	68.17	−1.72	0.00942353
XLOC_002731	Eea1	10:95940662–96,046,110	15.68	4.81	−1.7	0.0162365
XLOC_022994	Fdps	3:89093587–89,101,967	43.96	142.23	1.69	0.00942353
XLOC_027325	Kntc1	5:123749725–123,821,593	2.24	6.56	1.55	0.00942353
XLOC_023920	Smc2	4:52439242–52,488,364	4.49	13.04	1.54	0.00942353
XLOC_022503	Cenpe	3:135212562–135,273,540	6.55	18.92	1.53	0.0433531

Treated and untreated columns show group average FPKM values. FPKM is a unit of measurement of gene expression (fragments per kilobase of transcript per million mapped reads). Novel transcripts with the highest fold change between groups are shown at the top of the table. The fold change is the log2-fold change in FPKM between the treated and untreated groups. q-values shown are p-values that have been adjusted using the Benjamini-Hochberg false discovery rate (FDR) approach to correct for multiple testing. As a general guide, fold changes with q-values below 0.05 are considered significant

Novel transcripts now part of a regulatory network of Nkx2.1, miR-200c encapsulated and non-encapsulated with the direct targets of Nkx2.1 were classified with known features by listing the known transcripts most closely resembling the novel transcript with known feature and novel transcripts without any known features; given a locally unique name as the transcript identifier and a genomic positions for the features of the novel transcript, such as the location and number of exons. Differentially expressed novel isoforms also found are indicated in Tables 3 and 4.

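At the level of genes, Rrm2, which encodes the small subunit of ribonucleotide reductase, fell from 196 ± 80.0 to 25.6 ± 12.4 CPM (SD, n = 9 libraries per group; log2 fold change -2.92, standard error 0.14, adjusted p = 5.49e-12 from edgeR). The helicase subunit gene Mcm5 fell from 139 ± 35.6 to 24.0 ± 11.0 CPM (log2 fold change -2.60, standard error 0.16, adjusted p = 1.67e-10), and Cdc6, which loads that helicase, fell from 38.0 ± 9.98 to 6.03 ± 2.24 CPM (log2 fold change -2.65, standard error 0.14, adjusted p = 2.16e-11). Idi1, which encodes an isomerase of isoprenoid synthesis, fell from 16.6 ± 5.32 to 2.54 ± 1.63 CPM (log2 fold change -2.79, standard error 0.16, adjusted p = 4.94e-11), and the transferrin receptor gene Tfrc fell from 299.9 ± 188 to 68.6 ± 25.7 CPM (log2 fold change -1.98, standard error 0.09, adjusted p = 3.29e-12). Cyb5r1 rose from 75.8 ± 14.9 to 255 ± 66.6 CPM (log2 fold change 1.74, standard error 0.10, adjusted p = 1.09e-10), and Grina, which encodes a membrane protein of the Golgi and endoplasmic reticulum, rose from 223 ± 53.8 to 717 ± 95.3 CPM (log2 fold change 1.71, standard error 0.13, adjusted p = 2.06e-09). Scin, which encodes an actin-severing protein, rose over the 3 lines (log2 fold change 2.20, standard error 0.46, adjusted p = 0.000398), but without T4 its log2 fold change was -0.29 (adjusted p = 0.302). In T4 cells alone Scin went from 4.85 ± 0.176 to 52.9 ± 3.56 CPM (n = 3 libraries per group; log2 fold change 3.45, standard error 0.10, adjusted p = 4.36e-16). DESeq2 gave a log2 fold change of 1.04 for Scin over the 3 lines (adjusted p = 0.0557). All 13 genes at loci of Table 3 and all 18 at loci of Table 4 that are in the counts were called in the direction of those tables. The counts are per gene and do not separate isoforms, and the study chose these loci on the same samples, so this is not independent evidence.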

### Mitochondrial membrane target gene expression

Mapping of the sequencing data was a useful quality control steps in the NGS data analysis pipeline because it helped to evaluate the quality of the samples. Reads were classified into the following classes: 1- Mappable reads with alignment to the reference genome (including mRNA, pre-mRNA, poly (A) tail lncRNA and pri-miRNA); 2- outmapped reads or high abundance reads, such as rRNA, mtRNA, poly(A) and poly(C) homopolymers; 3- unmapped reads, indicating no alignment was possible. It was possible to align 83–93% of the reads to the reference genome, with little or no degraded rRNA material at approximately 1 to 4% and (Fig. 7a) summarize the mapping results with the total number of reads obtained for each sample. On average, 20.1 million reads were obtained for each sample, and the average genome-mapping rate was 94% (Fig. 7a). 

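Treated libraries had a mean of 13955100 and untreated libraries of 13977100 counts in genes (n = 9 libraries per group, exact permutation test within lines, p = 0.981, two-sided). The deposited counts also list alignments at more than 1 place, which made up 22.2 ± 0.355% of the records in treated and 24.4 ± 0.345% in untreated KW cells (SD, n = 3 libraries per group, exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). In LN cells they made up 21.0 ± 0.249% and 22.2 ± 0.486%, and in T4 cells 46.3 ± 0.329% and 44.4 ± 1.24%. The T4 libraries, treated and untreated, thus had a higher share of such records than those of KW and LN cells, which were sequenced in other lanes. The 10 genes with the most counts took 5.92% of the counts in treated and 5.22% in untreated KW cells, 5.41% and 4.83% in LN cells, and 4.62% and 4.19% in T4 cells (exact permutation test within lines, p = 0.00075).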

Outmapped or high abundance reads aligned for mtRNA showed a significant increase in mapping results for our Nano-miR-200c-treated samples compared with the controls (Fig. 7b). 

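Among nuclear genes of mitochondrial proteins, Atp5b and Atp5a1, which encode subunits of ATP synthase, fell from 1344 ± 266 to 864 ± 191 CPM and from 836 ± 88.7 to 602 ± 67.8 CPM (SD, n = 9 libraries per group; log2 fold change -0.64 and -0.47, standard error 0.03 and 0.03, adjusted p = 2.79e-11 and 2.33e-10 from edgeR). Of 74 nuclear genes of oxidative phosphorylation 36 were lower and 11 higher (36 and 11 adjusted over the list alone; median -0.13, camera adjusted p = 0.0149, adjusted p = 0.771 with an estimated correlation). Mrpl18, a gene of the mitochondrial ribosome, fell from 62.3 ± 13.0 to 33.9 ± 5.27 CPM (log2 fold change -0.87, standard error 0.05, adjusted p = 2.11e-10), while of 59 genes of that ribosome and of mitochondrial gene expression 24 were lower and 13 higher (24 and 13 adjusted over the list alone; median -0.07, camera adjusted p = 0.165). Among regulators of mitochondrial apoptosis, Bak1 fell from 89.2 ± 21.8 to 59.8 ± 17.3 CPM (log2 fold change -0.59, standard error 0.04, adjusted p = 8.36e-10) and Bcl2l11, which encodes the activator BIM, rose from 52.1 ± 14.0 to 106 ± 44.8 CPM (log2 fold change 0.96, standard error 0.07, adjusted p = 1.93e-09), and 10 of 25 were higher and 9 lower (10 and 9 adjusted over the list alone; median 0.04, camera adjusted p = 0.875). None of the 15 listed mitochondrially encoded transcripts is among the genes counted, so the share of reads on mitochondrial RNA could not be computed. Uniquely aligned reads outside annotated genes made up 21.1 ± 1.32% in treated and 13.7 ± 0.226% in untreated KW cells (SD, n = 3 libraries per group, exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). They made up 20.8 ± 0.264% and 14.7 ± 0.498% in LN cells, and 18.2 ± 0.359% and 13.5 ± 1.06% in T4 cells (exact permutation test within the 3 lines, p = 0.00025, the smallest the permutations can give).

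**Figure D2:**
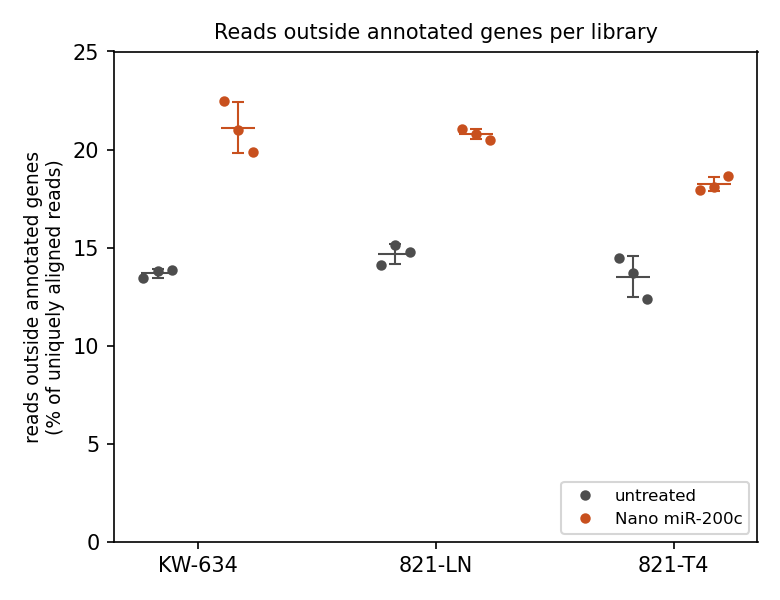
Percent of uniquely aligned reads outside annotated genes in each treated and untreated library of KW, LN and T4 cells, with 1 point per library and the mean ± SD of each group (n = 3), on an axis that starts at 0. In each line all 3 treated libraries lie above all 3 untreated ones.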

To clarify the significance of this result in metastatic and non-metastatic cells, we investigated the expression of mitochondrial genes BCL2 regulator of mitochondrial apoptosis (Assay ID: Mm00477631_m1 Lot No. 1550115 (Fig. 7c) and Gtf2ird (Assay ID: Mm01195467_m1 Lot No. P170228) (Fig. 7d) by qRT-PCR (Fig. 7). We generated a miR-200c-loaded nanoparticles below 100 nm in size that was able to affect mitochondrial gene regulation and expression within the mitochondria. This is a direct evidence of our formulation crossing the mitochondrial membrane.

**Fig. 7:**
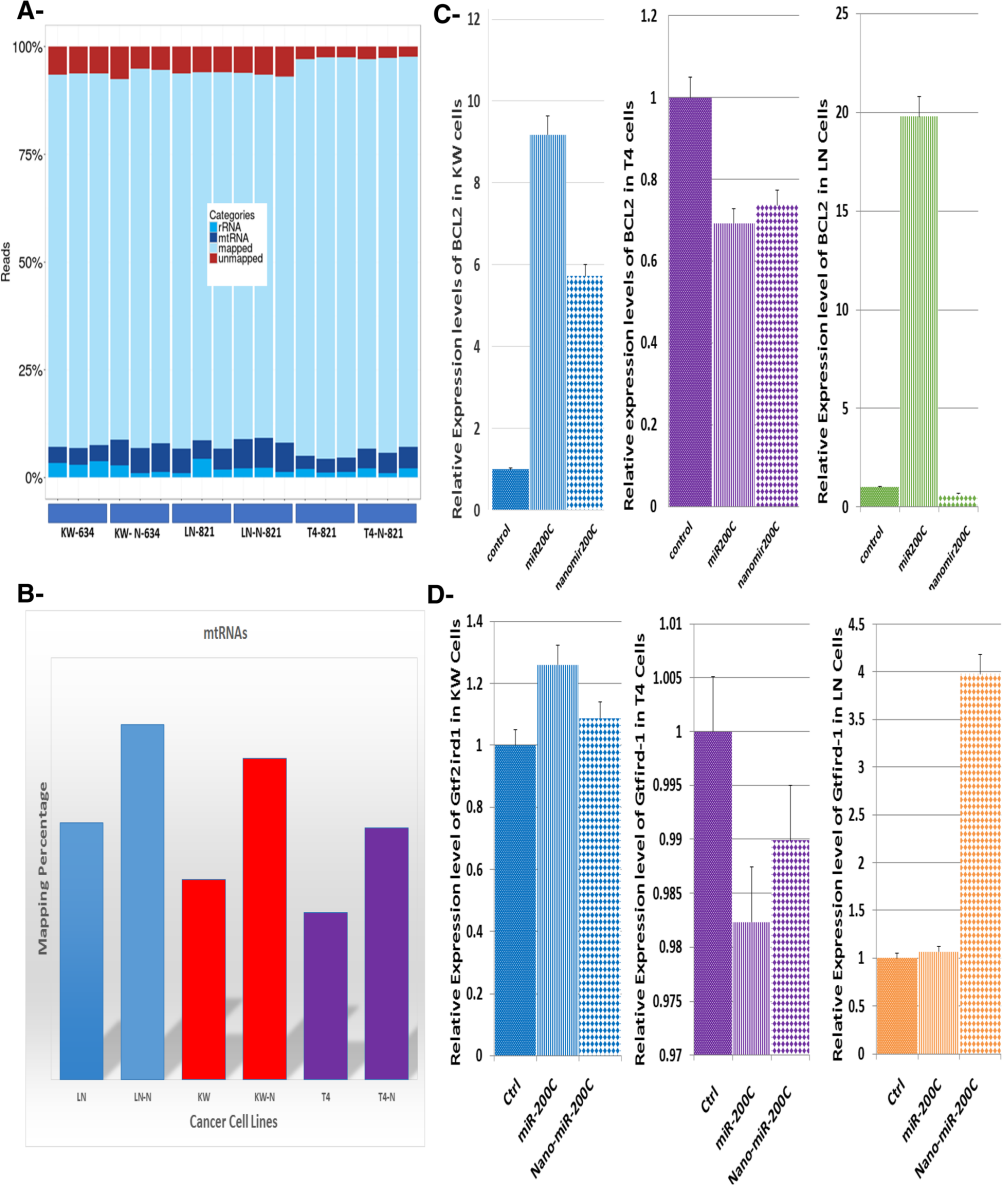
**a**- Summary of the mapping results for the reads by sample: KW-634, 821-LN, and 821-T4 untreated compared with treated cells. Each sample consists of reads that can be classified into the following categories: mapped (reads that align to the reference genome), outmapped or high abundance (e.g., rRNA, poly(A), poly(C), and mtRNA) and reads that do not align to anything (unmapped). **b**- The abundance of mtRNAs in cells treated with our Nano material compared with untreated cells in each cell line; there were no phenotypic effects or changes in the mitochondria but a significant reduction of cell growth. **c**- Endogenous BCL2 expression in mitochondria in mouse lung non-metastatic (KW-634, blue bars) and metastatic (821-T4, violet bars; 821-LN, green bars) cell lines, showing the various roles and effectiveness of miR-200c in each after treatment with 50 nM miR-200c and nano-miR-200c. The expression level of BCL2 was considerably elevated after treatment with miR-200c and Nano miR-200c in non-metastatic KW-634, reduced in metastatic 821-T4 and mixed in metastatic 821-LN. **d**- Similarly, Gtf2ird expression was slightly elevated in KW-634 (blue bars) treated with miR-200c/Nano miR-200c, decreased in 821-T4 (violet bars), and significantly elevated in 821-LN (orange bars)

### Nano miR-200c enhances or decreases migration and invasion while affecting protein signaling pathway activation

Encapsulated miR-200c expression contributed to a significant decrease in migration, invasion and metastasis mechanism of mouse lung non-metastatic KW-634 (Fig. 8a and b) and metastatic 821-LN (Fig. 8d). Very little or no changes are observed in 821-T4 invasion (Fig. 8c) cells when compared using transwell assays with or without Matrigel. The invasion and migration ability of mouse lung non-metastatic (KW-634) cells transfected with Nano miR-200c were significantly decreased when compared cells treated with miR-200c alone and the controls (Fig. 8a and b). This can be due to the non-metastatic characteristic of the cells where both invasion and migration are affected. In contrast, by transfecting the cells with miR-200c or Nano miR-200c inhibitor into metastatic 821-T4 cells, invasion was not significantly impacted (Fig. 8d). The samples were processed and target proteins detected with content analysis to generate results using mouse lung non-metastatic KW-634 (Fig. 8e).

**Fig. 8:**
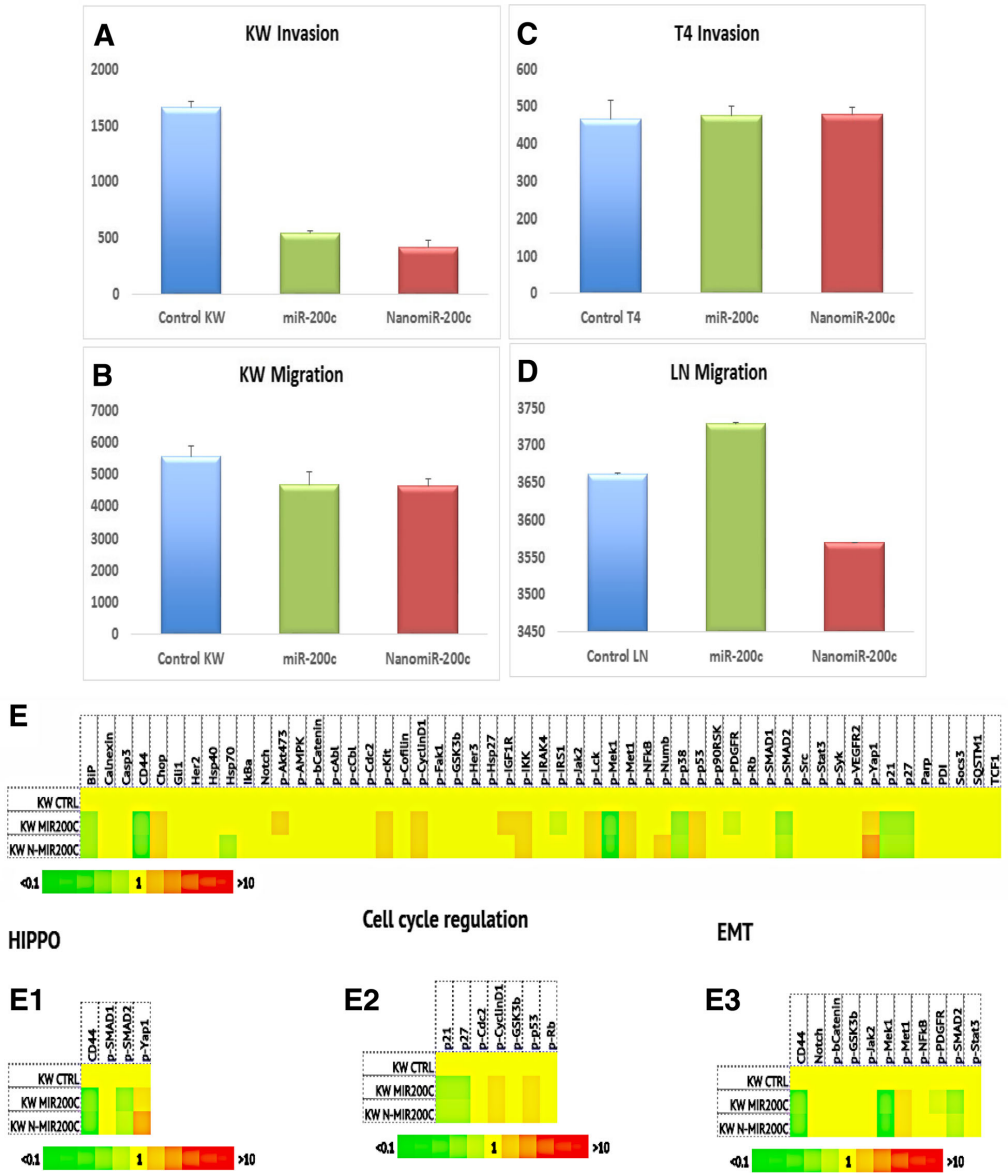
Invasion (**a**) and Migration (**b**) studies in mouse lung non-metastatic KW-634 cells; invasion assay in metastatic 821-T4 cells (**c**), and migration in metastatic 821-LN cells (**d**) (blue control, green miR-200c treatment, red Nano miR-200c treatment). Protein assay using the ActivSignal IPAD Platform to help understand the pathway activation/inhibition profiles of cells by assessing the signaling pathways in each sample of mouse lung non-metastatic KW-634 cells (**e**). The IPAD assay allows direct measurement of the expression and modification of components of signaling pathways. Hippo pathway activity (***e***_1_), Cell cycle regulation (***e***_2_) and EMT (***e***_3_)

### ISH of lung development stages in CD-1, Kras and phosphorylation mutant lungs

In situ hybridization (ISH) using lungs from early embryos (day-11 and day-19) and adults, revealed that miR-200c, miR-221, and miR-222 presented nonspecific patterns, while miRs 1195 and 346 had the same epithelial correlation as Nkx2.1; miR-200c was shown to be prominent in the dorsal root ganglion, while miR-346 was present in the liver and dorsal root ganglion (Fig. 9a). At E-19.5, their patterns were similar to adult Kras (Fig. 9b), and C- miR-1195 showed a similar epithelial pattern to both Nkx2.1 at E-11.5 and E-19.5 (Fig. 9c). miRs are shown here to be tissue and organ specific meaning we can specifically target the pathological process in the organ or used their potential miRs as a biomarkers of that particular disease.

**Fig. 9:**
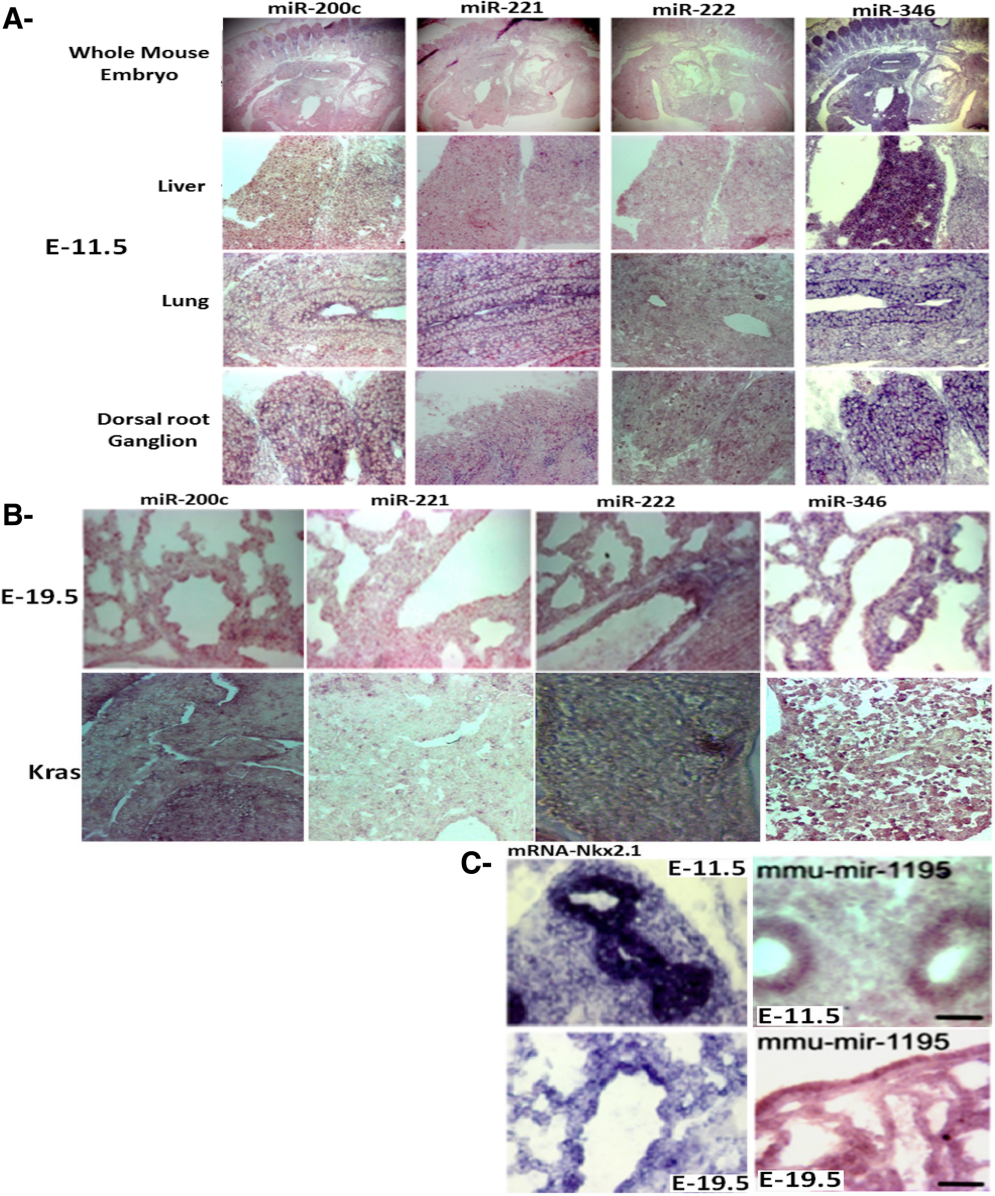
In situ hybridization analyses of the expression patterns of miRs- 200c, 221, 222, 346, and 1195 and Nkx2.1 in developmental CD1, phosphorylation mutant and Kras mice. **a**- Comparison of the levels of miR-200c, 221, 222, and 346 in our mouse models at E-11.5 in whole embryo, liver, lung, and dorsal root ganglion. miR-346, for instance, was expressed specifically in the liver and dorsal root ganglion. **b**- E-19.5 showed similar patterns of expression in normal mouse lung epithelium in comparison to Kras. **c**- In situ hybridization of Nkx2.1 mRNA at E11.5 confirmed the similar epithelial pattern to miR-1195

## Discussion

Identifying Nkx2.1-dependent tumor-associated miRs and their target genes is critical for understanding the roles of miRs in tumorigenesis and is very important for novel therapeutic targets. From previous work, we have generated encapsulated drugs for cancer treatment and identified some relevant miRs. In this work, we focused on the delivery effect of encapsulated miR-200c on Kras non-metastatic KW-634 and metastatic 821-LN and 821-T4 and demonstrated an inhibition of invasion and migration with an upregulation of mitochondrial genes such as miR-200c, which plays the role of an epigenetic regulator in addition to its transcriptional regulatory role with a critical impact on downstream regulators. Our findings show that when encapsulated, miR-200c participated in the regulatory pathway of Nkx2.1 in lung cancer cells.

To our knowledge, this is the first study to examine the mechanism of encapsulated Nkx2.1-dependent miR-200c on lung cancer formation and metastasis. Both are the main cause of death in patients affected by this untreatable disease. To understand their functional implication in cancer with the possibility to translate them into the clinic, we have developed a Nano formulation with miR-200c as a treatment option. Nano formulations are attractive because the hydrophilic nature of miRs, their sensitivity to nuclease degradation, and inefficient uptake by tumor cells without the use of vectors are major problems with the introduction of miRs into tumor cells. Nano formulations protect the miR from degradation and do not have the toxicity and side effect profiles of viral delivery methods [39]. Our formulation is less than 100 nm and contains nontoxic and biodegradable particles, resulting in greater and extended cellular uptake and reducing the action of the mononuclear phagocyte system (MPS). Additionally, it is easily cleared from the body because of the biodegradable capabilities. Because of the dramatic decrease in particle size (Fig. 1a), surface-to-volume ratios of the Nano formulation containing miR-200c were increased, increasing the bioavailability of the cargo (Fig. 1b). The intracellular cargo release was efficiently induced by factors in the cell environment, such as pH, redox potential, and enzymes, allowing it to be used as a prolonged biodegradable protective shield with improvements in high target uptake and the efficiency of delivery of the payload. Our delivery methods protect miRs from nucleases and enhance uptake into tumor cells and block cancer cell movements, preventing them from invading surrounding tissue and increasing their bioavailability and efficacy. Interestingly, the formulations also enabled particle entrance into the mitochondrion, as evidenced by the high expression of miRs in the next-generation sequencing data.

Understanding the zeta potential variations of encapsulated Nano miR-200c is very important as this parameter controls the direction and magnitude of electro-osmotic permeability, with a crucial role in uptake and increasing the bioavailability and efficiency in the regulation of target genes. Zeta potential is evaluated by measuring the electrophoretic or electro osmotic mobility [40] or by measuring the generated streaming current or streaming potential (Fig. 1c). Our zeta potential was slightly negative as a positive charge induces toxicity [41], directly affecting the performance and processing characteristics of our delivery while increasing the efficacy.

This capacity to enter cells has been attributed to the small diameter of Nanoparticles, allowing greater penetrance through the lipid bilayer. Our Nanoparticle shows great potential for guiding drugs within the cell. We were able to observe mitochondria-RFP behavior in cells with more than 90% efficiency using a fluorescent imaging system and standard TRITC/RFP filter set. We studied the staining of mitochondria, which does not depend on mitochondrial membrane potential. In addition, we also co-transduced and transfected more than one CellLight® reagent, labeling live cells with multiple tracking and tracing dyes to image dynamic cellular processes. For drug and gene therapy, the deliveries must be to the nucleus, wherein genetic variables play a major role [42].

### Cell growth and uptake, Nkx2.1, miR-200c targets, RT-qPCR

Conventional chemotherapy disrupts the functions of cell organelles, such as the mitochondria, and our Nano formulations acted in a similar manner. The mitochondria are involved in many cellular processes that could be disrupted by our Nano formulation, such as dynamic fusion, division, morphology and, most importantly, apoptosis. Thus, a mitochondrial membrane assay was performed to ascertain whether our Nano formulation could affect mitochondrial dynamics. After treatment, staining of the mitochondrial membrane was carried out and changes to key mitochondrial factors were observed. RT-qPCR was performed to analyze the expression level of genes with expression related to miR-200c as many miRNAs are transcriptionally regulated by key signaling pathways such as Hippo which is responsive to, and regulates, many cellular properties that have been linked to tumorigenesis, Yap/Taz-p degradation in the cytoplasm and the balance of apoptosis and cell proliferation in the nucleus; cell cycle regulation, and EMT; all are important mediators of signal transduction pathways. miR-200c silenced signal transduction pathways by targeting kinases or potentiated signaling events by regulating important enzymes. Thus, we have developed a naturally evolving strategy for miR-200c to overcome the mitochondria to target the nuclear envelope and enter the nucleus, which can be utilized, optimized and integrated to establish an efficient delivery system.

### Next-generation sequencing (NGS)

We were able to establish the regulatory relationship between Nkx2.1 and miR-200c in particular, as well as their direct target genes. While comparing the outcomes of treatment of our cells with Nano miR-200c and simple miR-200c, we identified higher fold changes in expression of Nkx2.1, Myb, Six4 and Six1. The therapeutic delivery of Nano miR-200c increased the expression level of miR-29b, a regulator of EMT (Additional file 2: Table S1), and miR-1247, an inhibitor of invasion and inducer of apoptosis (Additional file 2: Tables S1 and S2). Nkx2.1 and miR-200c act as suppressors of tumor growth and metastasis as part of the network presenting an option for lung cancer treatment. We observed a sensitive reduction in the growth of our cancer cells lines after 24 h of treatment.

Our study showed pronounced biological and treatment differences between the samples, describing the primary components of the variation in our data. This led to the separation of samples in different regions of a PCA plot corresponding to their biology and treatments. Fewer variable factors and reduced variability of cell quality were observed, which ensured that the samples clustered according to biology and treatments. During the transcriptome assembly process, both known and novel transcripts were identified.

### The mitochondrial membrane target gene expression

mtRNA showed a significant increase in mapping results for our Nano miR-200c-treated samples compared with the controls, and this interesting finding confirmed the mitochondrial enhancement of our preparation. Mitochondria participate in many cellular and physiologic processes, and we believe our formulations enhance morphological changes in mitochondria, providing new mechanisms and insights into the dynamics of our miR-200c. However, there were no phenotypic changes in our mitochondria in live cells based on staining with red fluorescent protein (RFP), implying that miR-200c enters the mitochondria but does not affect their phenotype but their gene expression.

### Cancer cell migration, invasion and protein

We found that miR-200c in our Nano vehicle governed cell migration and invasion more efficiently via a complex network of signal transduction pathways involving Hippo, cell cycle regulation, and EMT, compared to non-encapsulated miR-200c. miR-200c affected the oncogenic properties of non-metastatic and metastatic lung tumor cells by regulating cell cycle progression, migration, invasion, and tumor growth. The pharmacological Nano miR-200c compound impaired invasive tumor cell behavior in different migration and invasion models in vitro. By significantly affecting the invasion and migration mechanisms important for cell dissemination and the expression program of lung cancer cells, and by contributing to the inhibition of Kras, EMT, Hippo and cell cycle regulation pathways, thus functioning as metastasis blockers, technologies such as our Nano miR-200c formulation could provide potential therapeutic and/or prognostic targets. Nano formulations increase the regulation of cells by targeting cancer cells specifically, thus impacting tumor formation and progression. For instance, within the Hippo signaling pathway, which allows cellular control of organ size and tumor suppression, Yap1 could be targeted in the cytoplasm in cells treated with Nano miR-200c, leading to cell degradation. In contrast, since our formulation allows nuclear miR-200c, it could possibly induce apoptosis in the nucleus. This phenomenon can also be observed with high levels of the cell cycle regulatory components P-53 and p-IKK characterizing DNA damage**.** miR-200c in an encapsulated molecule governed cell migration and invasion via a complex network of signal transduction pathways that involve Hippo, cell cycle regulation, and EMT, among others.

### In situ hybridization (ISH)

Using ISH approaches, we attempted to identify and characterize miRNA expression patterns of Nkx2.1, miR-200c, miR-221, miR-222, miR-346, and miR-1195 in the developing lungs of CD1, Nkx2.1 phosphorylation mutant and Kras mice. Although the low abundances of long miRNA precursors and short nucleotide sequences of mature miRNAs in animals have hampered analysis of their expression patterns by ISH, we were able to successfully identify miR-1195 in the epithelium. Lungs were isolated at multiple time points from normal CD1 and mutant mice, and the expression of Nkx2.1 and numerous miRs were assessed in E11.5 and E19.5 embryos first by confocal microscopy analyses, which showed that Nkx2.1 and some miRs such as miR-200c and miR-1195, a marker of cell proliferation [43], were co-localized in most epithelial nuclei in early lung development (E11.5) and in late development (E19.5). However, they were expressed only in a few cells in the distal lung, and those cells did not express Nkx2.1 protein, as shown previously. miR-200c and miR-1195 were detected by in situ hybridization in developing mouse lungs, and their expression levels were altered in lungs lacking functional phosphorylated Nkx2–1. Moreover, NKX2.1 protein was bound to regulatory regions of these miRs. By in situ hybridization, we determined that miR-1195; an Nkx2.1 variant was expressed in normal developing lung epithelium in a similar pattern to Nkx2.1, suggesting a possible role for miR-1195 as a mediator of Nkx2.1 inhibitory or silencing function. As an intracellular marker, miR-200c was found to accumulate in epithelial buds in developing lungs and was negatively regulated by the epithelial marker Nkx2.1.

The expression of Nkx2.1 in the anterior foregut was previously detected by ISH in the thyroid field of the anterior foregut at E8.5 [44]. The appearance of Nkx2.1 transcripts at E9.0 in the prospective lung field allowed for identification of the first lung epithelial progenitor cells. Nkx2.1 was expressed in the primary lung buds and subsequently in the branching epithelium, with no detectable expression in the lung mesenchyme. Later in development, intense Nkx2.1 staining could be seen in both the alveolar epithelium and conducting airways [45–48]. Whole mount ISH analysis revealed the same defined patterns of Nkx2.1 and miR-1195 expression in the embryos at E11.5 and E19.5. These findings support the hypothesis that cells expressing Nkx2.1 at early and late stages of lung development are in different stages of the cell cycle and undergoing different biological processes, which are likely determined by differential patterns of gene expression.

## Conclusions

The therapeutic delivery of miR-200c suppresses lung cancer and prevents metastasis in culture, positioning it as a potential therapeutic agent. Many miRs prepared for delivery on tumor cells have been developed, such as lentiviruses, adenovirus vectors, expression vectors, transfections, and synthetic miR precursors, but they are not completely efficient due to their toxicity and non-specificity [49–51]. Many miRs are also used as co-adjuvants, such as miR-21 in combination with topotecan and Taxol for breast cancer [52, 53]. We modified cancer cell invasion and migration mechanisms, the main causes of mortality in cancer patients, simply by delivering our encapsulated target miR-200c with improved stability and delivery and thus overcoming the poor penetration of tumor tissues and poor intracellular delivery, which have been insurmountable challenges. The biodegradability of the encapsulation reduced off-target effects, and the packaging allowed enhanced bioavailability with sufficient miR processing enzymes. This is the first evidence to show that encapsulated miR-200c is part of a complex cytoplasmic, nuclear and mitochondrial network of pathways that involve lipids, enzymes, and proteins with new mechanisms and potential therapeutic targets for lung cancer. In conclusion, our delivery system for miR-200c may provide a more efficacious treatment for lung cancer with fewer adverse side effects given our novel data, indicating that cell mitochondria are not directly damaged phenotypically but are regulated genetically.

## Additional files

Additional file 1: **Figure S1.** Stable dynamic laser light scattering particle size analysis of Nano miR-200c with the Z-average size distribution of the particle microfluidization resulted in a dramatic decrease in particle size and the demonstration of the particle size heterogeneity, even within what appeared to be a homogeneous distribution 6 months later. **Figure S2.** Cell cycle FACS analysis of various encapsulated miRs (200c, 221, 222, 346, and 1195) with negative empty vector control (same composition as the suspension or vehicle with no miRs). **Figure S3.** A- Heat map and unsupervised hierarchical clustering by sample and genes were performed for the listed samples using the 500 genes with the largest coefficient of variation based on the FPKM counts. B- Scatter plot for significantly enriched GO terms associated with genes that were differentially expressed between the treated and untreated cells; The plot shows a comparison of the results obtained with the two statistical tests used. Values along the diagonal line were consistent between both methods. Values on the bottom left of the plot correspond to the terms with most reliable estimates using both methods. The size of the dot is proportional to the number of genes mapping to that GO term, and the coloring represents the number of significantly differentially expressed transcripts corresponding to the term, with dark red representing more terms and yellow fewer terms. C- Volcano plot showing the relationship between the *p*-values and the log2-fold change in normalized expression (FPKM) between treated and untreated cells; Data are based on the normalized FPKM (abundance) for each gene per sample. Data are based on treated Vs untreated groups of non-metastatic KW-634 metastatic 821-LN, and 821 T4. **Figure S4.** NGS comparison of untreated (A- KW/LN, B-LN/T4, and C- KW/T4) and treated (D- KW/LN and E-LN/T4) groups’ shows a complete reversal of gene expression. F- KW-634/821-T4: Heat map and unsupervised hierarchical clustering by sample and genes were performed for the listed samples using the 500 genes with the largest coefficient of variation based on FPKM counts. Data are based on samples from A- KW_untreated and LN_untreated, B- LN_untreated and T4_untreated, C- KW_untreated and T4_untreated, D- KW_treated and LN_treated, E- LN_treated and T4_treated, F- KW_treated and T4_treated groups, based on the normalized FPKM (abundance) for each gene per sample (raw data for the genes), and G- all the possible combinations clustering based on Pearson Correlation. It is very interesting that B and E genes showed completely reversed expression when treated cells were compared with each other.

Additional file 2: **Table S1.** Genes: Table of the 20 most significantly differentially expressed genes. KW_treated and KW_untreated columns show group average FPKM values. FPKM is a unit of measurement of gene expression (fragments per kilobase of transcript per million mapped reads). Transcripts with the highest fold change between groups are shown at the top of the table. The fold change is the log2-fold change in FPKM between the KW_treated and KW_untreated groups. q-values shown are *p*-values that have been adjusted using the Benjamini-Hochberg false discovery rate (FDR) approach to correct for multiple testing. As a general guide, fold changes with q-values below 0.05 are considered significant. **Table S2.** Genes: Table of the 20 most significantly differentially expressed genes. LN_treated and LN_untreated columns show group average FPKM values. FPKM is a unit of measurement of gene expression (fragments per kilobase of transcript per million mapped reads). Transcripts with the highest fold change between groups are shown at the top of the table. The fold change is the log2-fold change in FPKM between the LN_treated and LN_untreated groups. q-values shown are p-values that have been adjusted using the Benjamini-Hochberg false discovery rate (FDR) approach to correct for multiple testing. As a general guide, fold changes with q-values below 0.05 are considered significant. **Table S3.** Genes: Table of the 20 most significantly differentially expressed genes. T4_treated and T4_untreated columns show group average FPKM values. FPKM is a unit of measurement of gene expression (fragments per kilobase of transcript per million mapped reads). Transcripts with the highest fold change between groups are shown at the top of the table. The fold change is the log2-fold change in FPKM between the T4_treated and T4_untreated groups. q-values shown are *p*-values that have been adjusted using the Benjamini-Hochberg false discovery rate (FDR) approach to correct for multiple testing. As a general guide, fold changes with q-values below 0.05 are considered significant.

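In KW cells Saa3, which encodes an acute-phase protein, fell from 10.4 ± 2.24 to 0.646 ± 0.137 CPM (SD, n = 3 libraries per group; log2 fold change -3.95, standard error 0.24, adjusted p = 4.48e-11 from edgeR), and the histone gene Hist2h2bb fell from 1.50 ± 0.596 to 0.154 ± 0.134 CPM (log2 fold change -3.13, standard error 0.52, adjusted p = 3.49e-05). Spaca6, which Table S1 lists as Ncrna00085, rose from 7.80 ± 1.24 to 23.3 ± 2.82 CPM (log2 fold change 1.59, standard error 0.12, adjusted p = 1.45e-09). Rabggtb, which encodes a subunit of a prenyltransferase of Rab proteins, rose from 143 ± 4.24 to 187 ± 5.23 CPM (log2 fold change 0.39, standard error 0.05, adjusted p = 1.83e-06), and Tnrc6b, which encodes a partner of Argonaute proteins, rose from 68.2 ± 1.60 to 84.1 ± 7.70 CPM (log2 fold change 0.30, standard error 0.07, adjusted p = 0.000688). Lonrf3 and the kinase gene Mast1 did not pass the test (log2 fold change 0.06 and 0.14, adjusted p = 0.71 and 0.705). Of 13 genes of Table S1 in the counts 12 gave a ratio, 9 of them in the direction of the table and 6 called in it, and Mir29c had no counts. Outside Table S1, the transcription factor gene Ebf4 rose from 5.71 ± 0.372 to 40.3 ± 0.999 CPM (log2 fold change 2.82, standard error 0.09, adjusted p = 1.03e-14) and Olfm2, which encodes a secreted olfactomedin, rose from 1.17 ± 0.306 to 8.90 ± 0.334 CPM (log2 fold change 2.91, standard error 0.19, adjusted p = 1.26e-10). The genes of the table were chosen by the study on these samples, so their direction is not independent evidence.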

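In LN cells the proliferation marker Mki67 fell from 410.1 ± 39.4 to 20.4 ± 1.34 CPM (SD, n = 3 libraries per group; log2 fold change -4.33, standard error 0.08, adjusted p = 1.77e-16 from edgeR), and the kinetochore gene Cenpf fell from 116 ± 11.8 to 5.71 ± 0.448 CPM (log2 fold change -4.34, standard error 0.10, adjusted p = 1.65e-15). The nuclease gene Ankle1 fell from 16.3 ± 1.70 to 0.614 ± 0.161 CPM (log2 fold change -4.73, standard error 0.19, adjusted p = 1.89e-12), and Neil3, which encodes a DNA glycosylase, fell from 18.6 ± 0.731 to 1.02 ± 0.142 CPM (log2 fold change -4.19, standard error 0.14, adjusted p = 2.87e-13). Car6, which encodes a secreted carbonic anhydrase, rose from 0.207 ± 0.110 to 6.02 ± 0.358 CPM (log2 fold change 4.80, standard error 0.27, adjusted p = 1.62e-10). Tnrc6b rose from 73.2 ± 7.52 to 81.4 ± 4.13 CPM (log2 fold change 0.16, standard error 0.07, adjusted p = 0.0433), against the direction of Table S2. Its call was lost without LN treated replicate 1 (adjusted p = 0.176), without LN treated replicate 2 (0.0984), without LN untreated replicate 1 (0.135), with DESeq2 (0.0844), and with all 18 libraries in 1 fit (0.0912). Of 18 genes of Table S2 in the counts 16 gave a ratio, 14 in the direction of the table and 12 called in it, 1 was called against it (Tnrc6b), and Mir675 and Mir1247 had no counts. Outside Table S2, genes of the amino acid response rose, Asns from 87.8 ± 1.69 to 363 ± 3.14 CPM (log2 fold change 2.05, standard error 0.04, adjusted p = 3.1e-16) and Chac1, which encodes an enzyme that degrades glutathione, from 10.8 ± 0.882 to 90.2 ± 6.13 CPM (log2 fold change 3.06, standard error 0.08, adjusted p = 5.22e-15). The genes of the table were chosen on these samples, so their direction is not independent evidence.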

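In T4 cells Krt6a, a keratin gene of injured and squamous epithelium, fell from 157 ± 19.0 to 6.49 ± 0.752 CPM (SD, n = 3 libraries per group; log2 fold change -4.61, standard error 0.11, adjusted p = 1.73e-16 from edgeR). Angptl6 rose from 1.07 ± 0.213 to 47.3 ± 3.78 CPM (log2 fold change 5.43, standard error 0.14, adjusted p = 1.92e-16), Soat2 from 0.300 ± 0.0269 to 15.0 ± 1.08 CPM (log2 fold change 5.60, standard error 0.21, adjusted p = 1.36e-14) and the collagen gene Col20a1 from 1.14 ± 0.175 to 30.8 ± 2.19 CPM (log2 fold change 4.72, standard error 0.14, adjusted p = 8.48e-16). Prl7a1, a gene of the prolactin family, fell from 2.71 ± 0.241 to 0.0899 ± 0.0399 CPM (log2 fold change -4.81, standard error 0.39, adjusted p = 1.27e-09). Celsr3, which encodes a cadherin of planar polarity, rose from 0.623 ± 0.388 to 1.70 ± 0.243 CPM (log2 fold change 1.53, standard error 0.37, adjusted p = 0.000934), against the direction of Table S3. The noncoding RNA 4930431P03Rik had 60 counts over the treated and none over the untreated libraries, and against a floor of 3 counts over the group its log2 ratio of untreated over treated was -4.24 or lower. C230037L18Rik had 56 counts over the treated and 3 over the untreated libraries, a log2 ratio of -4.35 with a 95% counting interval from -6.49 to -2.55. Of 15 genes of Table S3 in the counts 14 gave a ratio, 13 in the direction of the table and 11 called in it. Outside the table, Steap4, which encodes a metalloreductase, fell from 13.0 ± 2.39 to 1.63 ± 0.553 CPM (log2 fold change -2.97, standard error 0.19, adjusted p = 5.28e-11). The genes of the table were chosen by the study on these libraries and are not independent evidence.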

# Supplementary material for: Encapsulated miR-200c and Nkx2.1 in a nuclear/mitochondria transcriptional regulatory network of non-metastatic and metastatic lung cancer cells
**Source:** BMC Cancer. 2019 Feb 11;19:136. doi: 10.1186/s12885-019-5337-6
**Supplement:** Supplementary file 2 — Table S1. Genes: Table of the 20 most significantly differentially expressed genes. KW_treated and KW_untreated columns show group average FPKM values. FPKM is a unit of measurement of gene expression (fragments per kilobase of transcript per million mapped reads). Transcripts with the highest fold change between groups are shown at the top of the table. The fold change is the log2-fold change in FPKM between the KW_treated and KW_untreated groups. q-values shown are p-values that have been adjusted using the Benjamini-Hochberg false discovery rate (FDR) approach to correct for multiple testing. As a general guide, fold changes with q-values below 0.05 are considered significant. Table S2. Genes: Table of the 20 most significantly differentially expressed genes. LN_treated and LN_untreated columns show group average FPKM values. FPKM is a unit of measurement of gene expression (fragments per kilobase of transcript per million mapped reads). Transcripts with the highest fold change between groups are shown at the top of the table. The fold change is the log2-fold change in FPKM between the LN_treated and LN_untreated groups. q-values shown are p-values that have been adjusted using the Benjamini-Hochberg false discovery rate (FDR) approach to correct for multiple testing. As a general guide, fold changes with q-values below 0.05 are considered significant. Table S3. Genes: Table of the 20 most significantly differentially expressed genes. T4_treated and T4_untreated columns show group average FPKM values. FPKM is a unit of measurement of gene expression (fragments per kilobase of transcript per million mapped reads). Transcripts with the highest fold change between groups are shown at the top of the table. The fold change is the log2-fold change in FPKM between the T4_treated and T4_untreated groups. q-values shown are p-values that have been adjusted using the Benjamini-Hochberg false discovery rate (FDR) approach to correct for multiple testing. As a general guide,

**Supplemental (S) Tables:**

Table S1:

| **Gene ID** | **Gene** | **Locus** | **KW_treated**  **FPKM** | **KW_untreated FPKM** | **Log^2^Fold**  **change** | **q_value** |
| --- | --- | --- | --- | --- | --- | --- |
| **XLOC_001070** | **Mir29b2,Mir29c,**  **mmu-mir-29b-2** | 1:194938820-195037908 | 1262.69 | 0.24 | -12.39 | 0.000291648 |
| **XLOC_008145** | **AL591207.1,**  **Mir1247** | 12:110275383-110278963 | 1784.09 | 11.86 | -7.23 | 0.000291648 |
| **XLOC_030815** | **Cacng8** | 7:3394116-3415605 | 85.99 | 0.65 | -7.05 | 0.000291648 |
| **XLOC_026299** | **Clcnkb** | 4:141398828-141416014 | 0.88 | 0.01 | -6.36 | 0.00722027 |
| **XLOC_011996** | **Tnrc6b** | 5:80711318-80941086 | 176.72 | 3.79 | -5.54 | 0.000291648 |
| **XLOC_036671** | **Vipr1** | 9:121642715-121672954 | 1.33 | 0.06 | -4.46 | 0.00170005 |
| **XLOC_019817** | **-** | 2:177488270-177490941 | 1.47 | 0.08 | -4.25 | 0.00980537 |
| **XLOC_014247** | **Ncrna00085** | 17:17830342-17843009 | 419.65 | 24.01 | -4.13 | 0.000291648 |
| **XLOC_023519** | **Rabggtb** | 3:153907285-153912966 | 1815.33 | 104.78 | -4.11 | 0.000291648 |
| **XLOC_032977** | **Saa3** | 7:46711997-46715676 | 1.77 | 29.3 | 4.05 | 0.000291648 |
| **XLOC_007818** | **Ralgapa1** | 12:55602904-55821580 | 85.93 | 5.27 | -4.03 | 0.000291648 |
| **XLOC_035441** | **Mast1** | 8:84908559-84937359 | 2.85 | 45.83 | 4.01 | 0.000291648 |
| **XLOC_003469** | **-** | 10:81895524-81896098 | 2.83 | 0.2 | -3.84 | 0.00980537 |
| **XLOC_038048** | **Lonrf3** | X:36328352-36366853 | 0.93 | 12.05 | 3.69 | 0.000291648 |
| **XLOC_003379** | **-** | 10:79038548-79046643 | 5.02 | 0.41 | -3.63 | 0.000291648 |
| **XLOC_034056** | **-** | 7:145205866-145206552 | 1.8 | 0.15 | -3.59 | 0.0101216 |
| **XLOC_022259** | **Hist2h2bb** | 3:96267074-96279001 | 0.4 | 4.68 | 3.56 | 0.00126252 |
| **XLOC_000341** | **U2** | 1:72226239-72226430 | 3.47 | 40.3 | 3.54 | 0.0107418 |
| **XLOC_008396** | **-** | 13:14677687-14682438 | 0.98 | 0.09 | -3.52 | 0.000291648 |
| **XLOC_037598** | **-** | 9:124149098-124153080 | 1.63 | 0.14 | -3.49 | 0.000291648 |

Table S2:

| **Gene ID** | **Gene** | **Locus** | **LN_treated**  **FPKM** | **LN_untreated FPKM** | **Log^2^ Fold**  **change** | **q_value** |
| --- | --- | --- | --- | --- | --- | --- |
| **XLOC_034022** | **H19, Mir675** | 7:142575528-142578143 | 0.34 | 350.03 | 9.99 | 0.000180366 |
| **XLOC_008145** | **AL591207.1,**  **Mir1247** | 12:110275383-110278963 | 2.3 | 800.02 | 8.44 | 0.000180366 |
| **XLOC_011996** | **Tnrc6b** | 15:80711318-80941086 | 4.42 | 642.26 | 7.18 | 0.000180366 |
| **XLOC_032494** | **Gpr77** | 7:16234584-16244154 | 7.53 | 0.07 | -6.7 | 0.000504212 |
| **XLOC_013580** | **AC115005.1,**  **Gm7541** | 16:8622332-8624782 | 19.78 | 0.43 | -5.51 | 0.000180366 |
| **XLOC_003693** | **-** | 10:122058743-122060498 | 1.6 | 0.05 | -5.15 | 0.007017 |
| **XLOC_002067** | **Cenpf** | 1:189640535-189688086 | 1.14 | 34.09 | 4.9 | 0.000180366 |
| **XLOC_001102** | **Snord87** | 1:9908637-9944287 | 2520.29 | 91.33 | -4.79 | 0.00749846 |
| **XLOC_026432** | **Car6** | 4:150187014-150201332 | 4.64 | 0.17 | -4.74 | 0.000180366 |
| **XLOC_034523** | **Ankle1** | 8:71406009-71410532 | 0.37 | 9.07 | 4.62 | 0.000180366 |
| **XLOC_036264** | **2810417H13Rik** | 9:65828929-65908794 | 2.48 | 55.05 | 4.47 | 0.000180366 |
| **XLOC_002346** | **Gp49a,Lilrb4** | 10:51480631-51496613 | 54.27 | 2.54 | -4.42 | 0.000180366 |
| **XLOC_011416** | **Esco2** | 14:65818411-65833994 | 0.45 | 9.37 | 4.39 | 0.000180366 |
| **XLOC_028121** | **A430089I19Rik** | 5:94302518-94306796 | 0.04 | 0.92 | 4.38 | 0.00689508 |
| **XLOC_033943** | **Mki67** | 7:135689785-135716379 | 3.3 | 63.43 | 4.26 | 0.000180366 |
| **XLOC_028442** | **5930412G12Rik** | 5:128579105-128600693 | 0.92 | 0.05 | -4.25 | 0.00140176 |
| **XLOC_023082** | **Gm10696** | 3:94174411-94178193 | 0.07 | 1.27 | 4.24 | 0.000180366 |
| **XLOC_035219** | **Neil3** | 8:53586866-53639065 | 0.46 | 8.64 | 4.22 | 0.000180366 |
| **XLOC_022616** | **Depdc1a** | 3:159495432-159530059 | 0.77 | 13.64 | 4.14 | 0.000180366 |
| **XLOC_002625** | **-** | 10:82115069-82116575 | 1.15 | 0.07 | -4.12 | 0.0485902 |

Table S3:

| **Gene ID** | **Gene** | **Locus** | **T4_treated**  **FPKM** | **T4_untreated FPKM** | **Log^2^ Fold**  **change** | **q_value** |
| --- | --- | --- | --- | --- | --- | --- |
| **XLOC_036560** | **Celsr3** | 9:108826319-108852963 | 0.13 | 15.38 | 6.93 | 0.000180339 |
| **XLOC_030815** | **Cacng8** | 7:3394116-3415605 | 0.27 | 16.69 | 5.95 | 0.000511727 |
| **XLOC_002346** | **Gp49a,Lilrb4** | 10:51480631-51496613 | 18.72 | 0.33 | -5.83 | 0.000180339 |
| **XLOC_036797** | **Angptl6** | 9:20868641-20879727 | 45.29 | 1.13 | -5.32 | 0.000180339 |
| **XLOC_015300** | **-** | 17:27545755-27547350 | 5.41 | 0.14 | -5.29 | 0.000180339 |
| **XLOC_024975** | **-** | 4:150736119-150739106 | 3.05 | 0.08 | -5.2 | 0.000180339 |
| **XLOC_037321** | **AC163666.1,**  **SNORD50** | 9:88595218-88599516 | 1.16 | 39.98 | 5.11 | 0.000180339 |
| **XLOC_023439** | **AC123608.1,**  **Mir1895** | 3:133955472-134262156 | 0.92 | 31.64 | 5.11 | 0.000180339 |
| **XLOC_026432** | **Car6** | 4:150187014-150201332 | 4.87 | 0.14 | -5.09 | 0.000348917 |
| **XLOC_009329** | **Prl7a1** | 13:27633379-27642474 | 0.1 | 3.18 | 4.94 | 0.00154927 |
| **XLOC_024675** | **Ubxn11** | 4:134102569-134128789 | 5.9 | 0.2 | -4.88 | 0.000180339 |
| **XLOC_019290** | **Ebf4** | 2:130295168-130370685 | 3.5 | 0.12 | -4.84 | 0.000180339 |
| **XLOC_012110** | **C230037L18Rik** | 15:89472475-89484847 | 2.93 | 0.11 | -4.74 | 0.0113744 |
| **XLOC_012225** | **Soat2** | 15:102150517-102163474 | 9.47 | 0.36 | -4.71 | 0.000180339 |
| **XLOC_018145** | **BC061194,**  **Gm13334** | 2:18694031-18760862 | 0.81 | 0.03 | -4.7 | 0.00347889 |
| **XLOC_012908** | **Krt6a** | 15:101689931-101694307 | 2.52 | 63.45 | 4.66 | 0.000180339 |
| **XLOC_011152** | **4930431P03Rik** | 14:44851234-45006900 | 0.83 | 0.03 | -4.63 | 0.000180339 |
| **XLOC_019866** | **Col20a1** | 2:180985800-181017540 | 11.17 | 0.48 | -4.54 | 0.000180339 |
| **XLOC_030586** | **-** | 6:128169704-128183511 | 2.86 | 0.13 | -4.41 | 0.000180339 |
| **XLOC_004341** | **Grap** | 11:61653264-61720826 | 0.11 | 2.31 | 4.39 | 0.0225461 |

How the deposited data were processed for this re-analysis (not part of the article)

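The processed data are the deposited tables of read counts per gene of 18 libraries, 1 table per library, which the authors made with TopHat (mm9) and HTSeq according to the submitters' processing notes. Each table lists 24390 genes, of which 5272 had no count in any library. The entries that name no gene, which HTSeq writes for reads outside genes, ambiguous reads and alignments at more than 1 place, were left out of library sizes and tests. Reads outside genes made up 13.5% to 21.1% of the uniquely aligned reads in the group means, and alignments at more than 1 place 21.0% to 46.3% of all records. The counts were used without change, since they are whole counts on which a count model can be fitted. The strand setting of the counting is given neither in the paper's text nor in these notes, so a gene and an antisense or overlapping gene may share reads.

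Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and jsonlite 2.0.0. Each comparison took edgeR's filter on low counts (minimum count 10), TMM normalization, and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. The 13 comparisons were the treatment effect within each line, the treatment effect over the 3 lines with the line as a covariate, the treatment by line interaction for each pair of lines, and the differences between lines among untreated and among treated libraries. The interactions called 2370 genes higher and 2712 lower of 13047 for KW and LN, 3180 and 3174 of 13097 for KW and T4, and 3284 and 3347 of 12949 for LN and T4, the second line against the first.

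Comparisons, gene lists, settings and alternatives were fixed before the data were examined, except where a test is named as chosen after the results were seen. The values in the paper's tables had been seen by then. Fits of the count model were run to explore the data before the test on simulated counts and before all predictions for the tests of explanations were written, and predictions written after a result was seen belong to the tests named as chosen then. The 35 gene lists were tested with camera on voom values (preset correlation 0.01), adjusted over the lists and the 4 treatment comparisons, for lists with at least 5 tested genes, and with Fisher's exact test among called genes. With an estimated correlation 7 of the list calls held: mitosis and DNA replication in KW cells, the ATF4 response, cholesterol synthesis and DNA replication in LN cells, mitosis in T4 cells, and cholesterol synthesis over the 3 lines. Matches to the seed of miR-200b, miR-200c and miR-429 (7-mer and 8-mer) were searched in the longest 3′ UTR of each gene of the GENCODE vM21 annotation (GRCm38) and set against 100 shuffled 7-mers of the same composition.

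Genes named in the text are every gene that the paper names and the counts hold, and genes taken from these groups, of which not all are printed: for each treatment comparison, the 10 higher and 10 lower genes with the largest fitted fold among those with an adjusted p under 0.05, a mean of at least 5 CPM, and no overlap of treated and untreated libraries. To these come up to 4 genes with the smallest p of each list, and 5 higher and 5 lower genes by the same rule for each difference between lines. A gene named outside this rule is marked as named after its value was seen. Ratios for the paper's table genes are log2 of untreated over treated, as the paper codes them. A group with no count was set to a floor of 3 counts over the group, and a gene with 1 to 3 counts in a group was given with a 95% counting interval.

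Alternatives were RLE normalization, DESeq2, no filter on low counts, total counts, all 18 libraries in 1 fit, a model without the cell line, each line left out, each library left out, and a replicate block.

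The methods were tested on counts simulated at the depth and dispersion of these libraries. In KW cells the test recovered 81.9% of 72 genes changed 1.5-fold, 93.5% of 62 changed 2-fold and 97.0% of 66 changed 4-fold, and called 10 unchanged genes of 12486 tested. Over the 3 lines it recovered 69.4%, 88.9% and 100%, and called 5 unchanged genes. For the interactions it recovered 55.2% to 70.8% of genes changed 1.5-fold. DESeq2 recovered 98.5% of 200 genes changed 4-fold in KW cells, and edgeR with a replicate block 91% of 200 in the interaction of KW and LN. Camera called a list of 40 genes changed 1.5-fold and genes with a seed site lowered 1.1-fold, and did not call 40 unchanged genes. These simulated counts held no other treatment effect, so they do not show what camera can find where most genes change.

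The share of reads on mitochondrially encoded transcripts (15 listed, 0 in the counts) was not computed. GO annotation was not used, and isoforms were not analysed. Line and lane coincide for every library. The tests of list means by permutation, of lists in the interactions, of scaling, of the amount of genomic DNA, of unspliced RNA, of small RNA loci, and of the share of reads outside genes among all records or with 1 library left out were chosen after results were seen.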

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

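Chosen after the results were seen were the scaling tests of both gene groups, the tests of the amount of genomic DNA and of unspliced RNA, the camera test of the interactions, and the share of reads outside genes among all records and with 1 library left out.

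The treatment effect differed between lines for many genes by the interaction test of edgeR: 5082 genes for KW and LN, 6354 for KW and T4, and 6631 for LN and T4. Each count was reached by 1 of 100 splits with treatment permuted within lines, the real one. Such splits stand for no treatment effect in either line, not for an equal effect in both. They therefore cannot decide whether the effects of 2 lines differ by chance. The highest other splits gave 4619, 5827 and 5310 genes and kept the real groups in 1 line, so they follow the treatment of that line. Genes called in opposite directions in both lines numbered 720, 800 and 991, of which 10, 20 and 21 changed at least 2-fold in both.

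Between KW and LN cells the log2 treatment effect, second line minus first, differed for H19 by -2.30, Kras by 0.27, Nrp1 by -2.29 and Ube2ql1 by 4.37. In KW cells H19 was called higher and Kras lower by edgeR, but H19 lost its call without KW treated replicate 3 (adjusted p = 0.0854) or KW untreated replicate 3 (0.0782). Kras in KW lost it without KW treated replicate 1 (0.0734) or 3 (0.0563) and KW untreated replicate 1 (0.057) or 3 (0.0555), and Kras in LN without LN treated replicate 2 (0.0507) or LN untreated replicate 3 (0.0527). Between KW and T4 cells it differed for Col12a1 by -3.94, E2f3 by -0.61, Nrp1 by -4.14, Olfm2 by -3.63, Rarres1 by -5.91 and Ube2ql1 by 2.67. Between LN and T4 cells it differed for Col12a1 by -4.75 and E2f3 by -0.71. In each of these pairs the effect had opposite signs in the 2 lines.

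Gene lists differed as well, by the median difference and the adjusted p of camera with an estimated correlation. The ATF4 and amino acid response rose more in LN than in KW cells (0.91, adjusted p = 0.00106). DNA replication (-0.60, adjusted p = 0.00922) and mitosis (-1.58, adjusted p = 0.00362) fell more there. Mitosis fell less in T4 than in KW cells (0.60, adjusted p = 0.00778) and than in LN cells (2.06, adjusted p = 0.00186). The treatment effect on ribosome biogenesis genes was lower in T4 than in LN cells (-0.68, adjusted p = 0.0212), with a median of -0.62 against 0.09. Line and lane coincide, and no biological explanation of these differences was tested.

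Genes of cholesterol synthesis and uptake were lower in treated cells, with a median log2 fold change of -1.18 (standard error 0.204, 26 genes). Standard errors of list medians, here and in the next paragraph, are over the genes of a list. Genes are not independent replicates, so these values hold no spread between libraries. The trend with GC content and transcript length was small over all genes (SD 0.0884). Its removal left -1.28 (standard error 0.203), which argues against this trend as the cause. The median closest to 0 under TMM, RLE and total counts was -1.16. The median of all genes was 0.0127, 0.0043 and 0.0254 under these scalings. They hardly differed, so they cannot decide on scaling as a cause. The vehicle contains cholesterol, which may lower these genes and raise LXR targets. The median of the LXR target and efflux list was 0.37 with members in both directions, which leaves this open, and with no library of empty nanoparticles a vehicle effect cannot be told apart from one of miR-200c.

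Genes of DNA replication and mitosis were lower with a median of -1.69 (standard error 0.070, 117 genes). Removal of the GC and length trend left -1.67, which argues against that trend as the cause. The median closest to 0 under the 3 scalings was -1.68, but scalings that hardly differ cannot decide on scaling as a cause. Activation of p53 may stop the cell cycle, but the median of its target list was 0.15 in KW, -0.036 in LN (standard error 0.244) and 0.34 in T4 cells, with members in both directions, so this cannot be told apart. Slower growth for other reasons, by the vehicle or by miR-200c, was not tested.

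The share of uniquely aligned reads outside annotated genes, which the paper does not report, although it lists unannotated transcripts with their levels, was 6.08 points higher in treated libraries (4.45 points as a share of all records; between 4.13 and 8.06 within lines when 1 library was left out). Counts of olfactory receptor genes, expected from genomic DNA, rose by a ratio of 2.25, but Olfr1372-ps1 and Olfr613 held 92.1% of them, so this alone leaves DNA open. If DNA covered the genome evenly, the rise in olfactory receptor counts reached at most 22.9% of what the extra reads would give (4.62% in LN and 13.6% in T4 cells), which argues against DNA as the source of all of them. Of 1125 olfactory receptor genes only 32 had a count in KW, 35 in LN and 32 in T4 cells, which also argues against it. The gene lengths behind the expected rise came from a later annotation than the counts. Counts of microRNA genes, many of which lie in introns or long primary transcripts, rose by a ratio of 1.68, as unspliced RNA would give. Mir6236 and Mir5125 held 42.8% of them, and Mir5125 lies in the locus of Srrm2, which itself rose with treatment. Without these 2 the ratios were 1.80 in KW, 1.59 in LN and 1.43 in T4 cells. With them, treated and untreated T4 libraries overlapped (exact permutation test, p = 0.2). Unspliced RNA is a candidate source. The paper reports more mitochondrial RNA in treated cells (Fig. 7b). The counts hold no mitochondrially encoded gene, so any such uniquely aligned reads would lie outside genes and cannot be separated here. This source and other transcripts without annotation were not tested.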

How the results depend on the processing

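Genes called both as reported and under another setting, for treatment, interactions and line differences, kept their direction with RLE, DESeq2, no filter, all 18 libraries in 1 fit, the replicate block, each library left out and each line left out, except Gm14137, named after its value was seen, over the 3 lines without the line T4 (log2 fold change 0.64 as reported and -0.20 without it, adjusted p = 0.0493 and 0.0409 from edgeR). The counts of called genes stayed within 1.5 times of those reported under these settings. Per comparison 86.0% to 93.8% of the called genes were called again under the setting that shared fewest and 46.5% over the 3 lines without the cell line. The share of reads outside genes kept its direction throughout. Mir29b-2, Mir29b-1, Mir29c, Mir675 and Mir1895 had no count, so no fold change is given for them at this depth. For Mir675 the 0 may also come from the counting, since reads on it lie on H19 as well and may be ambiguous. With 3 libraries per group an exact permutation p cannot be under 0.1. The share on mitochondrial transcripts was not run, since no such gene is in the counts. The replicate numbers did not pair the libraries: between groups at most 1 pair of residuals had a correlation over 0.1, and in no pair of groups did every library correlate best with its own number. With the replicate block 3804 genes were higher and 3775 lower in KW, 4379 and 4414 in LN, and 4427 and 4504 in T4 cells, and 3997 and 3738 over the 3 lines. The LXR target list in T4 cells had an adjusted p of 0.051 (camera) with the block.

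At least 2-fold changes, a stricter count by construction, numbered 610 higher and 468 lower in KW, 680 and 898 in LN, 1407 and 943 in T4 cells, and 831 and 735 over the 3 lines. All called genes over the 3 lines numbered 2100 higher and 2009 lower in the model without the cell line, against 4568 and 4267. Without the line T4 the log2 fold change of Scin was -0.29 and it was not called, since it rose in that line. With no filter the correlations of line differences were 0.765 (KW and LN), 0.780 (LN and T4) and 0.797 (KW and T4), and the same-sign share of the last was 87.5%. With an estimated correlation the lists higher and lower were 0 and 2 in KW, 1 and 2 in LN, 0 and 1 in T4 cells, and 0 and 1 over the 3 lines. With fry, which does not compare a list with other genes, 13 were higher in KW, 12 higher and 15 lower in LN, 12 higher in T4 cells, and 11 and 17 over the 3 lines. With DESeq2 10, 12 and 9 lists were over-represented in KW, LN and T4 cells. The seed site p in KW cells was 0.985 with 3′ UTR length matched.

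Principal components held 50.0% and 27.2% with all genes (separation 29.1 in KW and 31.4 in T4 cells), and 10.8% and 9.68% with no filter (1.42 in KW and 1.45 in LN cells). The second held 41.7% with a pseudocount of 0.1 and 36.9% with unit variance. Thinned to the smallest library, treated KW cells had -20.7 genes with a count relative to untreated ones.

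With 1 library left out, same-sign shares ranged from 84.6% (without LN untreated replicate 1) to 87.1% for KW and LN, 85.2% to 86.8% for LN and T4, and 86.0% to 87.7% for KW and T4, and the correlation for LN and T4 from 0.893 to 0.896. Lists higher in LN ranged from 2 to 4 (4 without LN untreated replicate 2). The seed site p ranged from 0.775 to 0.963 in KW and was 0.914 in LN cells. The difference in genes with a count in KW ranged from -64.3 (without KW treated replicate 3) to 112 (without KW treated replicate 2). Except where the setting's construction is named, the cause was not tested.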

Differences from the paper's values

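Unless named otherwise, values are log2 ratios of untreated over treated, the paper's from its tables of FPKM and those of the re-analysis from CPM. The direction of the paper's fold values was checked against the group means in the same tables. A pair is listed where the signs differ or the values differ by more than the spread between replicates, and, where a library without a count widens that spread, where they differ by more than 1.5-fold. Unless a setting is named, none of the alternatives set before the data were examined has a value without a difference.

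In Table 1 the paper gives 4.78 for H19 against -0.19 here, and -3.61 for Col13a1 against -4.27. The value of H19 is a ratio of means over the lines and rests on KW cells, which hold 4242 treated and 3255 untreated counts, against 14 and 66 in LN and 8 and 4 in T4 cells. Without KW treated replicate 1, 2 or 3 it was 0.16, 0.19 or 0.31, edgeR with the line as a covariate gave -0.06 for treated over untreated (adjusted p = 0.82), and LN cells alone gave 2.15. Col13a1 is listed by the 1.5-fold rule alone (replicate SD 2.34), and it shows no difference without LN untreated replicate 1 or 3, without T4 untreated replicate 1 or 3, or without T4 treated replicate 1, 2 or 3, and shows one under the other alternatives.

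In Table S1 (KW cells) the paper gives -7.23 for Mir1247 against -1.14 (6 treated counts, all in KW treated replicate 3, without which 0 treated stand against 2 untreated counts), -7.05 for Cacng8 against 0.31, -6.36 for Clcnkb against -1.74, and -5.54 for Tnrc6b against -0.30. It gives -4.46 for Vipr1 against -0.026, -4.13 for Spaca6 (Ncrna00085) against -1.58, -4.11 for Rabggtb against -0.39, and -4.03 for Ralgapa1 against -0.37. It gives 4.01 for Mast1 against -0.16, and 3.69 for Lonrf3 against -0.064.

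In Table S2 (LN cells) the paper gives 9.99 for H19 against 2.15, 7.18 for Tnrc6b against -0.15, -6.7 for C5ar2 (Gpr77) against 0.47, and 4.9 for Cenpf against 4.35. It gives -4.79 for Snord87 against -1.03, 4.38 for A430089I19Rik against 2.69 (by the 1.5-fold rule alone, replicate SD 2.69, and the paper's value lies in the 95% counting interval from -0.033 to 8.34), and -4.25 for 5930412G12Rik against -1.33. It gives -4.42 for Lilrb4a against -4.60, with no difference under total counts, without LN treated replicate 2 and without LN untreated replicate 2. It gives 4.39 for Esco2 against 4.10, with no difference without LN treated replicate 2, and 4.14 for Depdc1a against 3.83, with none without LN treated replicate 3. The other alternatives of these 3 genes show a difference.

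In Table S3 (T4 cells) the paper gives 6.93 for Celsr3 against -1.45, 5.95 for Cacng8 against 0.73, -5.83 for Lilrb4a against -4.64, and -4.88 for Ubxn11 against -3.83 (by the 1.5-fold rule alone, replicate SD 1.83). It gives -4.71 for Soat2 against -5.65, and 4.39 for Grap against 2.13.

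Of 11 values compared in Table 1, 2 differ, of 12 in Table S1 10, of 16 in Table S2 10, and of 14 in Table S3 6, of which Col13a1, A430089I19Rik and Ubxn11 are within the replicate SD, while the 4 values read from Fig. 6b show no difference. The paper's text states that Mir29b and Mir675 changed strongly with treatment. Mir1895 is named only in its Table S3, where its text gives a different microRNA name. The counts here hold none for Mir29b-2, Mir29b-1, Mir675 and Mir1895 in any library. Reads on Mir675 also lie on H19 and may be counted as ambiguous, so its 0 does not bear on the change in the paper. The paper's text gives a rise of Mir1247 for T4 and LN cells, while the rise stands in its Table S1 for KW cells. By qRT-PCR the paper reports more Myb in treated than in control T4 cells, and the counts here were 4 over the treated and 23 over the untreated libraries, while the lower Myb it reports in KW and LN cells had 2 and 9, and 0 and 11 counts. It reports more Six4 in all 3 treated lines, and here the log2 fold change of treated over untreated was 0.62 in KW, 0.72 in LN and -0.12 in T4 cells (adjusted p = 0.35 from edgeR). It reports more Nkx2.1 in T4 than in KW cells, a rise with treatment in T4 and a fall in LN cells, and here Nkx2-1 had no count in T4 cells, 13 over the treated and 9 over the untreated KW libraries, and 228 and 227 in LN cells. It reports more Bcl2 in treated KW and less in treated T4 cells, and here the log2 fold change of treated over untreated was 0.03 (adjusted p = 0.725) and 0.67 (adjusted p = 4.92e-06 from edgeR), and 0.63 in LN cells, where it reports mixed changes. It reports less Gtf2ird, read here as Gtf2ird1, in treated T4 cells and more in the other lines, and here it was 0.08 in T4 (adjusted p = 0.301), 0.13 in KW and 0.33 in LN cells. The legend of Fig. 6c ranks the separation of treated from untreated cells highest in KW, moderate in LN and lowest in T4 cells. Here the separation was 16.8 times the distance within groups in KW, 27.2 in LN and 12.3 in T4 cells, so T4 is lowest in both, and with all genes LN is lowest (13.2 against 29.1 and 31.4). The paper describes the differences between treated lines as the opposite of those between untreated lines (Figure S4). Its heat maps take the 500 genes with the largest coefficient of variation, and its legend stresses LN and T4. Here all genes called between untreated lines were taken, another set and measure, and 86.0%, 85.4% and 86.6% of these differences had the same sign.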

Other observations

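The permutation test of list means and the test of small RNA loci were chosen after results were seen. Vegfa, which encodes a growth factor of blood vessels, rose with treatment from 388 ± 165 to 1374 ± 781 CPM over the 3 lines (log2 fold change 1.69, standard error 0.09, adjusted p = 3.06e-11 from edgeR), while the glycolysis gene Pkm fell (log2 fold change -1.20), and hypoxia and glycolysis genes were not called as a list, with 8 higher and 10 lower of 32 (8 and 10 adjusted over the list alone; median 0.02, camera adjusted p = 0.842). Genes of lysosomes and autophagy were called higher, with 25 higher and 6 lower of 46 (25 and 6 adjusted over the list alone; median 0.23, camera adjusted p = 0.00802, adjusted p = 0.67 with an estimated correlation), and Lamp2 rose by a log2 fold change of 0.47. Among FOXO targets and genes of quiescence there were 17 higher and 5 lower of 27 (17 and 5 adjusted over the list alone; median 0.21, camera adjusted p = 0.0176, adjusted p = 0.288 with an estimated correlation), and the 5 lower ones, named after their values were seen, were Cdkn1c, Cdkn2c, Sepp1, Sesn3 and Mxd4. RAS/MAPK output genes had 17 higher and 3 lower of 28 (17 and 3 adjusted over the list alone; median 0.29, camera adjusted p = 0.00777, adjusted p = 0.34 with an estimated correlation), with Dusp4, Ccnd1 and Epha4 lower, named after their values were seen. Genes of NRF2 and oxidative stress had 6 higher and 19 lower of 31 (6 and 19 adjusted over the list alone; median -0.26, camera adjusted p = 0.00653, adjusted p = 0.189 with an estimated correlation), and ribosome biogenesis 9 higher and 34 lower of 58 (9 and 35 adjusted over the list alone; median -0.22, camera adjusted p = 0.0061, adjusted p = 0.771 with an estimated correlation).

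Genes of cell identity moved in both directions over the 3 lines. Epithelial genes had 9 higher and 14 lower of 39 (9 and 14 adjusted over the list alone; median -0.03, camera adjusted p = 0.392), mesenchymal genes 9 higher and 11 lower of 34 (8 and 11 adjusted over the list alone; median 0.0097, camera adjusted p = 0.871), with a mean of -0.07 against this median, and squamous genes 3 higher and 9 lower of 15 (3 and 9 adjusted over the list alone; median -0.70, camera adjusted p = 0.0644). Lung lineage genes had 4 higher and 7 lower of 21 (4 and 7 adjusted over the list alone; median -0.12, camera adjusted p = 0.735), among them Sox9 at 0.90 (adjusted p = 1.92e-07). Reported targets of miR-200b, miR-200c and miR-429 had 15 higher and 11 lower of 42 (14 and 11 adjusted over the list alone; median 0.08, camera adjusted p = 0.815), and YAP/TAZ targets 9 higher and 4 lower of 22 (9 and 4 adjusted over the list alone; median 0.19, camera adjusted p = 0.373). Interferon-stimulated genes had 16 higher and 5 lower of 37 (16 and 4 adjusted over the list alone; median 0.31, camera adjusted p = 0.165), and NF-kB and inflammatory genes 12 higher and 9 lower of 33 (12 and 9 adjusted over the list alone; median -0.0025, camera adjusted p = 0.71), whose mean was 0.02. Targets of p53 had 13 higher and 9 lower of 34 (13 and 9 adjusted over the list alone; median 0.11, camera adjusted p = 0.373), the unfolded protein response of the endoplasmic reticulum 8 higher and 12 lower of 26 (8 and 12 adjusted over the list alone; median -0.05, camera adjusted p = 0.167), and imprinted genes 9 higher and 5 lower of 23 (9 and 5 adjusted over the list alone; median 0.11, camera adjusted p = 0.305). LXR targets and efflux genes had 7 higher and 3 lower of 13 (7 and 3 adjusted over the list alone; median 0.37, camera adjusted p = 0.182). Marker genes of other cell types were few: endothelial markers had 2 higher and 3 lower of 7 (2 and 3 adjusted over the list alone; median -0.25, camera adjusted p = 0.703), fibroblast markers 3 higher and 1 lower of 7 (2 and 1 adjusted over the list alone; median 0.27, camera adjusted p = 0.623), and leukocyte markers 4 higher and 1 lower of 7 (4 and 1 adjusted over the list alone; median 1.48, camera adjusted p = 0.164).

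Lists called in single lines were epithelial genes in KW cells, with 2 higher and 22 lower of 38 (3 and 22 adjusted over the list alone; median -0.27, camera adjusted p = 0.000541, adjusted p = 0.266 with an estimated correlation), and genes of oxidative phosphorylation and the unfolded protein response there (camera adjusted p = 0.00119 and 0.0228; adjusted p = 0.771 and 0.276 with an estimated correlation). In T4 cells interferon-stimulated genes had 21 higher and 2 lower of 33 (21 and 2 adjusted over the list alone; median 0.71, camera adjusted p = 0.00203, adjusted p = 0.322 with an estimated correlation), ribosome biogenesis 2 higher and 51 lower of 58 (3 and 51 adjusted over the list alone; median -0.62, camera adjusted p = 2.11e-10, adjusted p = 0.193 with an estimated correlation), and LXR targets 6 higher and 1 lower of 10 (6 and 1 adjusted over the list alone; median 0.64, camera adjusted p = 0.0432, adjusted p = 0.27 with an estimated correlation). Genes of the spliceosome and mRNA processing had 10 higher and 36 lower of 59 (10 and 36 adjusted over the list alone; median -0.42, camera adjusted p = 0.000346, adjusted p = 0.322 with an estimated correlation) there. In LN cells core histone genes had 0 higher and 6 lower of 9 (0 and 6 adjusted over the list alone; median -1.15, camera adjusted p = 0.0427, adjusted p = 0.506 with an estimated correlation). The call of LXR targets was lost without the paper's table genes (adjusted p = 0.112). Whether these effects differ from those in the other lines was tested by camera on the interactions for all lists. With the preset correlation epithelial genes (adjusted p = 2.55e-06 for KW and LN, 0.0234 for KW and T4), interferon-stimulated genes (adjusted p = 0.0119 for KW and T4, 0.00021 for LN and T4), genes of the spliceosome (adjusted p = 6.86e-06 and 7.36e-08 for the same pairs) and ribosome biogenesis (each pair of lines) passed, and of these lists only ribosome biogenesis between LN and T4 cells passed with an estimated correlation (adjusted p = 0.0212).

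RNA of genes that the paper measured by other assays was read from the same counts. Bcl2 had log2 fold changes of 0.03 in KW (adjusted p = 0.725 from edgeR), 0.63 in LN (adjusted p = 1.74e-06) and 0.67 in T4 cells (adjusted p = 4.92e-06). Gtf2ird1 had 0.13 (adjusted p = 0.0436), 0.33 (adjusted p = 4.63e-06) and 0.08 (adjusted p = 0.301), and in KW its call was lost without any 1 of KW treated replicate 1 (0.058), 2 (0.073) or 3 (0.0881) and KW untreated replicate 1 (0.192) or 2 (0.117), and with RLE (0.0501), DESeq2 (0.103) and no filter (0.0761). Nkx2-1 did not pass the test in LN cells (5.78 ± 0.322 against 5.25 ± 0.172 CPM), had 13 counts over the treated and 9 over the untreated KW libraries, and had none in T4 cells. Six1 had 1.02 in KW (adjusted p = 1.52e-05) and 0.28 in LN cells (adjusted p = 0.0785), and 37 counts over the treated and 11 over the untreated T4 libraries. Six4 had 0.62 (adjusted p = 0.000882), 0.72 (adjusted p = 0.000178) and -0.12 (adjusted p = 0.35) in KW, LN and T4 cells, and Nfib -0.06 (adjusted p = 0.482), -0.18 (adjusted p = 0.00969) and -0.26 (adjusted p = 0.00116), with its call in LN cells lost without LN treated replicate 2 (0.0531) or LN untreated replicate 2 (0.0582). Myb had 2 counts over the treated and 9 over the untreated KW libraries, 0 and 11 in LN, and 4 and 23 in T4 cells. Genes of the proteins of Fig. 8e had 7 higher and 7 lower of 18 (7 and 9 adjusted over the list alone; median -0.10, camera adjusted p = 0.861), with a mean of 0.03 against this median.

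Other genes that the paper names had these log2 fold changes. Yap1 had -0.01 (adjusted p = 0.877) in KW, 0.09 (adjusted p = 0.0568) in LN and -0.60 (adjusted p = 3.48e-08) in T4 cells (edgeR), with a call in LN cells without LN untreated replicate 3 (0.0371). Trp53 had 0.58 (adjusted p = 0.00261), 0.89 (adjusted p = 3.13e-06) and 0.57 (adjusted p = 0.000388), and Wwtr1 0.14 (adjusted p = 0.0228), 0.17 (adjusted p = 0.00242) and -0.05 (adjusted p = 0.489), with the call of Wwtr1 in KW cells lost without KW treated replicate 1 (0.108) or 2 (0.0721) and KW untreated replicate 2 (0.0751) or 3 (0.121). Mir222 had 4 counts and Mir1195 2 in all libraries, and Mir346 had none. Over the 3 lines Dcdc2a had 3.72 (adjusted p = 9.21e-07), Gm10696 -3.13 (adjusted p = 7.88e-07), Iqgap3 -2.24 (adjusted p = 4.26e-08), Shcbp1 -2.77 (adjusted p = 3.76e-10), Fgf21 2.69 (adjusted p = 1.97e-06), Hmmr -2.34 (adjusted p = 2.64e-06), Coro6 1.90 (adjusted p = 6.36e-12), Fads1 -1.16 (adjusted p = 7.96e-12) and Nt5dc2 -1.40 (adjusted p = 3.08e-12). Srrm2 had 0.97 (adjusted p = 1.16e-09), Nsmf 1.08 (adjusted p = 1.87e-13), Eea1 1.08 (adjusted p = 3.31e-05), Fdps -1.64 (adjusted p = 1.93e-12), Kntc1 -1.80 (adjusted p = 8e-07), Smc2 -1.76 (adjusted p = 3.94e-10) and Cenpe -2.12 (adjusted p = 5.08e-07). Ywhaz had -0.14 (adjusted p = 0.00079) and Lama3 1.33 (adjusted p = 5.36e-07), and both lost their call in the model without the cell line (0.501 and 0.145). Dcdc2a had 11 counts over the treated and 10 over the untreated KW libraries, so its rise over the 3 lines rests on LN and T4 cells.

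Delivered miR-200c may lower genes with a match to its seed in the 3′ UTR. Median log2 fold changes of genes with a match less those without were 0.009 in KW, -0.010 in LN, -0.047 in T4 cells and -0.009 over the 3 lines (camera adjusted p = 0.914 each), with 1831 of 11792 genes with a match in KW cells. Of 100 shuffled 7-mers, 63, 53 and 72 gave a difference as low in the 3 lines, so lower levels of genes with a seed site were not found. A 1.1-fold fall was found in simulated counts, but those held no other treatment effect. They do not show that such a fall would be found in these libraries. Splits with treatment permuted within lines gave a camera p as small in 89 of 100 (minus log10 p of 0.122 for the real split and 5.31 for the highest other), so chance cannot be excluded.

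The folds of the paper's tables were larger than those of the gene counts at some loci, and a small RNA gene inside the locus is a candidate explanation. With 1 value per gene, the mean over its tables, the median absolute difference was 3.76 for 13 genes at loci with a small RNA gene and 0.274 for 21 others, a difference of 3.49 (permutation test, p = 0.0063, one-sided). It was over 1 for 11 of 13 and 5 of 21. With 1 value per gene and table the medians were 4.17 and 0.217, a difference of 3.95. The median locus length was 26644 and 17186 bases, so longer loci stay open. Among genes with at least 50 counts the medians were 3.75 in 11 and 0.152 in 17 genes.

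The number of gene lists called was 52 over the 4 treatment comparisons, and 13 of 100 splits with treatment permuted within lines reached it (highest other 58), so chance cannot be excluded for this number. The permutation test of list means over the 3 lines, which does not compare lists with other genes, passed for 26 of 34 lists, 14 of them also called by camera in the same direction, and camera alone called ribosome biogenesis.

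For the treatment effect over the 3 lines, 1 of 100 splits within lines reached the 8835 called genes, the real one. The highest other gave 7040 and kept the real groups in 2 lines. No other split drawn thus reached this number, but the splits take libraries as independent. The labels do not say whether the libraries came from separate cultures, so differences between cultures stay open. Within lines there are only 10 splits, too few for a share under 0.05, and the real split was 1 of 10 in each: 7754 genes in KW, 8855 in LN and 8909 in T4 cells, against 0 for the highest other split. The same holds for the line differences, with 8956, 9474 and 9653 genes untreated and 9257, 10470 and 10435 treated (KW and LN, LN and T4, KW and T4), against 0 for the highest other split.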
